# Spleen and head kidney differential gene expression patterns in trout infected with *Lactococcus garvieae* correlate with spleen granulomas

**DOI:** 10.1186/s13567-019-0649-8

**Published:** 2019-05-02

**Authors:** Rosario Castro, Julio Coll, María del Mar Blanco, Antonio Rodriguez-Bertos, Luc Jouneau, José Francisco Fernández-Garayzábal, Alicia Gibello

## Abstract

*Lactococcus garvieae* is a significant pathogen in aquaculture with a potential zoonotic risk. To begin to characterize the late immune response of trout to lactococcosis, we selected infected individuals showing clinical signs of lactococcosis. At the time lactococcosis clinical signs appeared, infection by *L. garvieae* induced a robust inflammatory response in the spleen of rainbow trout, which correlated with abundant granulomatous lesions. The response in kidney goes in parallel with that of spleen, and most of the gene regulations are similar in both organs. A correlation existed between the early inflammatory granulomas in spleen (containing macrophages with internalized *L. garvieae*) and up-regulated gene sets, which defined the presence of macrophages and neutrophils. This is the first analysis of the immune transcriptome of rainbow trout following *L. garvieae* infection during the initiation of adaptive immune mechanisms and shows a transcriptome induction of antibody response by both IgM (+) and IgT (+) spleen B cells to respond to systemic infection. These results increase our understanding of lactococcosis and pave the way for future research to improve control measures of lactococcosis on fish farms.

**Electronic supplementary material:**

The online version of this article (10.1186/s13567-019-0649-8) contains supplementary material, which is available to authorized users.

## Introduction

Fish lactococcosis is a haemorrhagic septicaemia caused by *Lactococcus garvieae.* This pathogen has been isolated worldwide from numerous cultured and wild fish species, but lactococcosis is particularly prevalent and economically relevant in farmed rainbow trout (*Oncorhynchus mykiss*), and usually occurs when water temperatures rise to 18 °C [1, 2]. Despite its major relevance as a fish pathogen, it has also been isolated from clinical specimens in cows and water buffalos with subclinical mastitis and pigs with pneumonia [3, 4]. Moreover, *L. garvieae* has been recently involved in human infections and is considered an emerging opportunistic and potentially zoonotic pathogen [5, 6]. Vaccination is the best measure to prevent fish lactococcosis [1, 2]. However, commercially available vaccines are not fully effective for all fish species nor do they protect fish for extended periods, and lactococcosis outbreaks sometimes occur in vaccinated fish [7, 8]. To improve vaccines, a better knowledge of the immune response to *L. garvieae* infection of fish is desirable.

Analysis of fish immune responses to pathogenic bacterial infections has benefited from the application of transcriptome profiling technologies. Thus, microarrays have been used to study the transcriptomic responses following exposure to different bacterial fish pathogens such as *Streptococcus iniae* [9] and *Aeromonas salmonicida* [10]. For *L. garvieae*, the early transcriptome response of immune organs following a lactococcosis-induced infection in grey mullet (*Mugil cephalus*) has been recently reported [11]. However, similar transcriptome studies analysing the immune response to *L. garvieae* infection in rainbow trout are missing, despite that this fish species is the most affected by *L. garvieae* infections [1, 2]. Therefore, in the present study, we performed a transcriptome analysis of the spleen and head kidney of rainbow trout experimentally infected with *L. garvieae* compared with non-inoculated individuals. Moreover, most studies investigating the immune transcriptome have used microarrays designed from expressed sequence tags (EST) derived from whole genomes [12]. A drawback of this approach is that transcripts of many immune-related genes are often under-represented. For this reason, in this work we have used a custom designed immune-targeted microarray specifically designed to contain a higher number of transcripts derived from immune-related mRNAs deposited in gene or pathway data banks [13]. This microarray has been successfully used to study the immune response in rainbow trout [13–16].

We compared different immune response transcriptome profiles between the spleens and head kidneys of infected trout, which correlated with the appearance of abundant granulomas in the spleen. The results of this study provide insights into the innate and early adaptive immune response mechanisms that are activated after lactococcosis infection in rainbow trout. These insights could help to develop more efficient strategies for controlling lactococcosis in fish aquaculture.

## Materials and methods

### Bacterial and fish sources

*Lactococcus garvieae* 8831 (Lg8831), a clinical strain isolated from diseased rainbow trout affected by lactococcosis and representative of most natural outbreaks in Spain [17] was used for the experimental infections. Lg8831 was grown aerobically in BHI broth (BioMérieux, Marcy l’Etoile, France) at 29 °C and harvested at the mid-log phase (OD_600_ ~ 0.9). For the experimental infection, healthy rainbow trout (*Oncorhynchus mykiss*) of approximately 10 g and 11–13 cm were obtained from a lactococcosis-free fish farm in which the animals had not been vaccinated against *L. garvieae*. Five individuals were randomly sampled to certify absence of *L. garvieae* by PCR [18]. The trout were randomly divided into two groups (challenge and control), which were maintained in two separate continuously aerated tanks, for an acclimation period of 1 week at 14 °C and were fed twice daily with commercial pellets.

### Experimental infection procedure

Rainbow trout were anaesthetized with 100 mg L^−1^ of tricaine methane sulfonate (MS-222) for 5 min. The challenge group (*n* = 20) was intraperitoneally inoculated with 100 µL of 2.65 × 10^3^ Lg8831 cells diluted in phosphate buffered saline (PBS) since 50% of the lethal dose of this strain was established as < 10^4^ CFU/fish (data not shown). The bacterial concentration of the inoculum was determined by ten-fold serial dilutions and further plated onto Columbia 5% sheep blood agar plates (CNA, BioMérieux). Trout of the non-inoculated control group (*n* = 10) were inoculated with 100 µL of PBS.

After the inoculation, the water temperature in the tanks (including the control group) increased gradually from 14 to 18 °C. Fish were observed twice daily for 5 days post-inoculation, and mortality was recorded. Dead fish were analysed microbiologically to confirm that the mortality was due to *L. garvieae* infection. Samples of liver and head kidney were cultured on CNA plates (BioMérieux) and incubated for 72 h at 30 °C. The grown bacteria were identified using the API Rapid ID32 Strep system (BioMérieux) and by PCR [18].

### Sampling of organs for microarray and histopathological studies

Most infected trout started to exhibit clear clinical signs of lactococcosis at 72 h post-inoculation, including exophthalmia, splenomegaly, haemorrhagic liver and intestine, and inflamed kidney. The spleen and head kidney from six sick fish and four control fish taken at 72 h post-inoculation were used for further analysis. Half of each organ was stored in RNA later solution (Ambion, Thermo Fischer Scientific) at −80 °C until RNA extraction for further microarray experiments, and the other half was used for histopathological examination. No clinical signs or mortalities were registered in fish of the control group.

### Histopathological and immunohistochemical examination

For histopathological analysis, the spleen and kidney samples of the same infected trout used for microarray experiments were fixed with 10% buffered formalin (Panreac A3684), stabilized with methanol at pH 7 for 24 h at room temperature, embedded in paraffin, cut into 4 µm slices and stained with haematoxylin and eosin.

The immunohistochemical study was carried out in the same tissues used for histological analysis by a streptavidin–biotin–peroxidase complex method, using a polyclonal rabbit antibody serum against Lg8831 as previously described [19], on Novolink Polymer Detection Systems Novocastra (Leica RE 7280-CE). We have included a 10% hydrogen peroxide incubation for 1 h during the endogenous peroxidase blocking step in order to reduce the melanin pigment.

### Microarray analysis

#### RNA extraction and purification

Total RNA from spleen and head kidney samples in RNA later was isolated from control and inoculated trout. RNA obtained after TRIzol reagent (Invitrogen) extraction was treated with DNase on column using the RNeasy Plus kit (Qiagen). The concentration was estimated on a NanoDrop 1000 spectrophotometer (NanoDrop Technologies, Inc., Rockland, DE, USA). Individual RNA samples were pooled into 3 groups (2 fish per pool) for control and *L. garvieae*-infected conditions for each organ. The quality and concentration of RNA was determined using the RNA 6000 NanoKit on the Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA, USA) at the Genomics Unit facilities (Parque Científico de Madrid). Only high-quality RNA samples (RNA integrity number or RIN > 9) were used.

#### Microarray experimental design and hybridization of trout transcripts

We used a rainbow trout microarray (8 × 15 K) called Minitrout 12.8 (Agilent ID032303) that was previously designed and validated [13–16]. This immune-targeted microarray contains 6442 unique 60-mer oligo sequences, each in duplicate and arranged randomly [13, 14]. Rainbow trout genes were classified as belonging to immune pathways according to the Kyoto Encyclopedia of Genes and Genomes (KEGG) and the WikiPathways (WIKI) databases as previously described [16]. Rainbow trout genes to derive each of the probes were also manually selected as previously described [13–16]. To first study the transcriptional responses, the corresponding probes were classified according to different gene groups [13]: AM, antimicrobial peptides (number of probes, *n* = 49); C, complement components (*n* = 176); CD, cluster differentiation antigens (*n* = 58); CK, chemokines and their receptors (*n* = 121); HSP, heat shock proteins (*n* = 247); IFN, interferons and their receptors (*n* = 91); IL, interleukins and their receptors (*n* = 119); MA, macrophage related genes (*n* = 125); MX, interferon-inducible proteins (*n* = 7); TLR, toll-like receptors (*n* = 31); TNF, tumour necrosis factor (*n* = 32); TR, transcription factors (*n* = 671); and VIG, VHS virus-induced genes (*n* = 26). Three groups of multivariable gene families were also included: MHC, major histocompatibility complex (*n* = 320); IG, immunoglobulins (*n* = 914) and TCR, T cell receptors (*n* = 120) [13].

Labelling of RNA from the trout organ samples and microarray hybridizations was performed by the NimGenetics Company (Madrid, Spain) in compliance with the Minimum Information About a Microarray Experiment (MIAME) standards. Four 8 × 15 K slides were used in this study, giving a final distribution of samples as follows: 3 pools of spleen (MB04-MB06) and head kidney (MB09-MB011) samples of *L. garvieae*-inoculated trout, 3 pools of spleen (MB01-MB03) and 2 pools of head kidney (MB07 and MB08) samples of control trout. Three replicates of all pooled samples (except two replicates for control sample MB07) were performed (Additional file 1).

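Arrays of the same group were compared in pairs over the 3221 probes brighter than the median probe, on slides 3 and 4, which were read in a single scan session. The SD over probes of the log2 difference between arrays of one head kidney pool lay between 0.075 and 0.122. Arrays of different infected head kidney pools differed more, with SDs from 0.631 to 0.959 and 210 to 480 probes over 2-fold apart. For different control spleen pools the SDs were 0.545 to 0.854, and for different infected spleen pools 0.957 to 1.504. The control head kidney pools MB07 and MB08, in contrast, gave SDs of 0.095 and 0.097, with 1 probe over 2-fold apart. They also lay together on slide 1, where the SD was 0.370 and the differences at both copies of a probe correlated with an r of only 0.168, whereas control spleen pools on that slide gave SDs of 0.625 to 0.936 with an r of 0.663 to 0.806. On slides 3 and 4, MB07 and MB08 thus differed no more than repeat arrays of one pool, and they were counted as 1 sample in every mean with an SD. Numbers of regulated probes in head kidney are given both with MB07 and MB08 as 2 replicates and with their mean as 1.

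**Figure D1:**
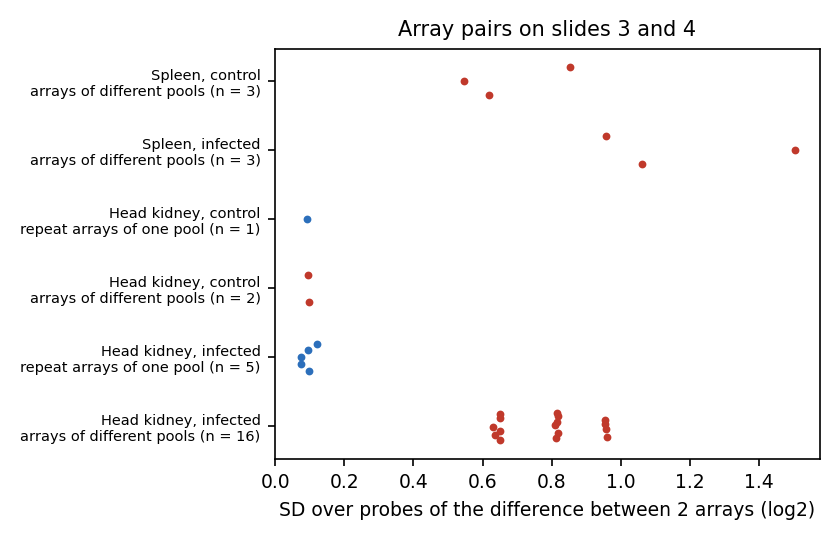
Spread of the log2 difference between arrays of one group on slides 3 and 4. Each point is 1 pair of arrays, the horizontal axis is the SD of the log2 difference over 3221 probes, blue points are repeat arrays of one pool and red points arrays of different pools. The pairs of MB07 with MB08, at 0.095 and 0.097, sit with the repeat arrays, and all other pairs of different pools lie at 0.545 or above.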

#### Microarray data analysis

Micro-array signal was normalized using intra-array median subtraction after log_2_ transformation.

Differential analysis was performed using limma R package. Raw and normalized data were deposited into the GEO database (GSE101695). Differential expression analysis between infected samples and control samples was performed for each tissue. *p* values were corrected for multiple testing using Benjamini–Hochberg procedure. Adjusted *p* values lower than 1% with an absolute log fold change of expression greater than 1 were considered for subsequent analyses (or the corresponding ratio > 2 and < 0.5).

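At this threshold, 22 of the 6442 probes were up-regulated and 1 was down-regulated in the spleen of infected trout (limma, Benjamini–Hochberg adjustment, 3 pools against 3). In the head kidney, 365 probes were up-regulated and 733 down-regulated with MB07 and MB08 as 2 replicates. With their mean as 1 replicate, a choice made after the data were seen, 1 was up-regulated and 54 were down-regulated, and these 55 were all among the 1098 of the first count. In that fit the single control was assumed to vary like the infected pools. An unadjusted p under 0.05 (limma) was reached by 1154 probes in spleen and, with MB07 and MB08 as 2 replicates, by 3369 in head kidney. The log2 fold change was beyond 1 in either direction for 1136 probes in spleen, 632 of them higher, and for 2445 in head kidney, 1255 of them higher. All infected spleen pools lay on the same side of all control spleen pools for 26.0% of the probes, where chance gives 10.0%. The unit of replication moved the spleen counts most, since taking each array as a replicate gave 435 up-regulated and 328 down-regulated probes in spleen and 1060 and 1106 in head kidney. With slide as a term and the pool as a random block, the spleen counts were 185 and 114, among them all 23 probes of the pool fit. When 1 spleen pool was left out at a time, at most 7 probes were up-regulated. Without control pool 1 limma gave 0 regulated probes in spleen, with 500 higher and 443 lower at an unadjusted p under 0.05, and without control pool 3 it gave 0, with 327 and 238. Head kidney without MB07 had 1 up-regulated and 52 down-regulated probes, and without MB08 2 and 55.

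Probe JC000029 had the largest rise in both organs among the probes past the threshold whose infected pools all lay above the control pools. In spleen its normalized log2 signal was -2.30 ± 0.65 (SD, n = 3 pools) in control and 5.33 ± 1.10 (SD, n = 3) in infected trout, a log2 fold change of 7.63 (standard error 0.61, adjusted p = 0.0041, limma). Standard errors in head kidney are from the fit with MB07 and MB08 as 2 replicates, and are too small if these hold one RNA. In head kidney the signal of JC000029 was 3.69 ± 0.43 (SD, n = 3) in infected trout against -2.64 in the control counted as 1 sample. The log2 fold change was 6.33 (standard error 0.29), with an adjusted p from limma of 0.00027, or 0.0087 with MB07 and MB08 as 1 replicate, and at most 0.0091 in 22 alternatives. Probe JC000007 rose in spleen by 7.36 (standard error 0.59, adjusted p = 0.0041, limma) and in head kidney by 5.92, where its adjusted p of 0.00054 became 0.012 with MB07 and MB08 as 1 replicate, the highest of 22 alternatives. In spleen, leaving out 1 pool at a time kept the log2 fold change of JC000029 between 7.03 and 8.11, but its adjusted p from limma then lay between 0.011 and 0.032, above the limit of 0.01 each time. Probe JC000664, the only down-regulated probe in spleen, had a signal of -0.94 ± 0.99 (SD, n = 3) in control pools and was well above background on 0 of 9 infected arrays. It was at least 19.7-fold lower in infected spleen, taking on each infected array the higher of its own signal and the lowest signal well above background. With normexp its log2 fold change was -3.35, a smaller fall than this bound, and its adjusted p from limma was 0.022, within a range of 3.3e-10 to 0.034 over 24 alternatives. Probe JC004656 had the largest fitted fall in head kidney among the probes past the threshold whose infected pools all lay below the control pools, from 4.61 in the control counted as 1 sample to -5.80 ± 2.67 (SD, n = 3) in infected trout, where 3 of 9 arrays were well above background. Its fitted log2 fold change was -10.41 (standard error 1.50), which rests partly on signals near background and is not a measured size, and its adjusted p from limma of 0.0059 became 0.053 with MB07 and MB08 as 1 replicate, within a range of 3.5e-07 to 0.057 over 22 alternatives.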

Gene set enrichment analysis (GSEA) [20, 21] was used to analyse the data of different gene sets (GS). Briefly, the list of all gene hybridization values was ranked using the GSEA t-test statistic metric obtained by comparing the phenotypes from *L. garvieae*-infected trout versus the control. GS from different immune-related pathways classified according to GSEA enrichment scores (ES) were used and compared to each other using normalized ES (NES), which corrects for the number of GS genes. For assessing NES significance, the false discovery rate (FDR) was used after comparing with the corresponding null distribution obtained after averaging 1000 GS permutations (1000 random gene combinations per GS). As suggested by GSEA, the most stringent cut-off value of FDR q < 0.05 was used for NES significance.

### Reverse-transcription quantitative real-time PCR (RT-qPCR)

The Agilent ID032303 array was already validated in previous studies on the trout transcriptome in response to vaccination, viral proteins and thyroid-active compounds [13–16]. We performed real-time RT-qPCR analysis of selected genes to double-check the microarray results. The RT-qPCR primers were obtained from existing literature [22, 23], using the elongation factor 1 alpha (EF-1α) as house-keeping gene (Additional file 2). The cDNA was synthesized from the RNA samples used for the microarray hybridization, following the Revert Aid First Strand cDNA Synthesis Kit (Thermo Fischer Scientific) protocols. Amplification was performed in a CFX96 Real-Time PCR Detection System (BioRad) in triplicate for each sample using Power SYBR Green PCR Master Mix (Thermo Fischer Scientific). The PCR amplification was initiated at 95 °C for 10 min followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min. The threshold cycle value (Ct) was obtained by the automatic position of the threshold baseline at the mid-exponential phase of the curve. Data normalization and analysis were performed using CFX Manager Software Vs 3.1.

## Results

### Histopathological analysis of spleen and head kidney

Spleens obtained from *L. garvieae*-infected trout showed an increased number of melanomacrophages in the red pulp (Figure 1B, white arrows) compared to that in the uninfected control trout (Figure 1A). Early macrophage granulomas were also observed in the spleen of *L. garvieae*-infected trout (Figure 1B, red arrows). By contrast, no increase in melanomacrophage numbers and a moderate tubular necrosis were observed in the head kidney of *L. garvieae*-infected trout (Figure 1D, green arrows) compared to those in the uninfected control trout (Figure 1C). The presence of *L. garvieae* in macrophagic cells (Figure 2B, yellow arrows) into granulomatous lesions of the spleen red pulp (Figure 2A) was confirmed by immunohistochemical staining, confirming the intense inflammatory response in this tissue.

**Figure 1:**
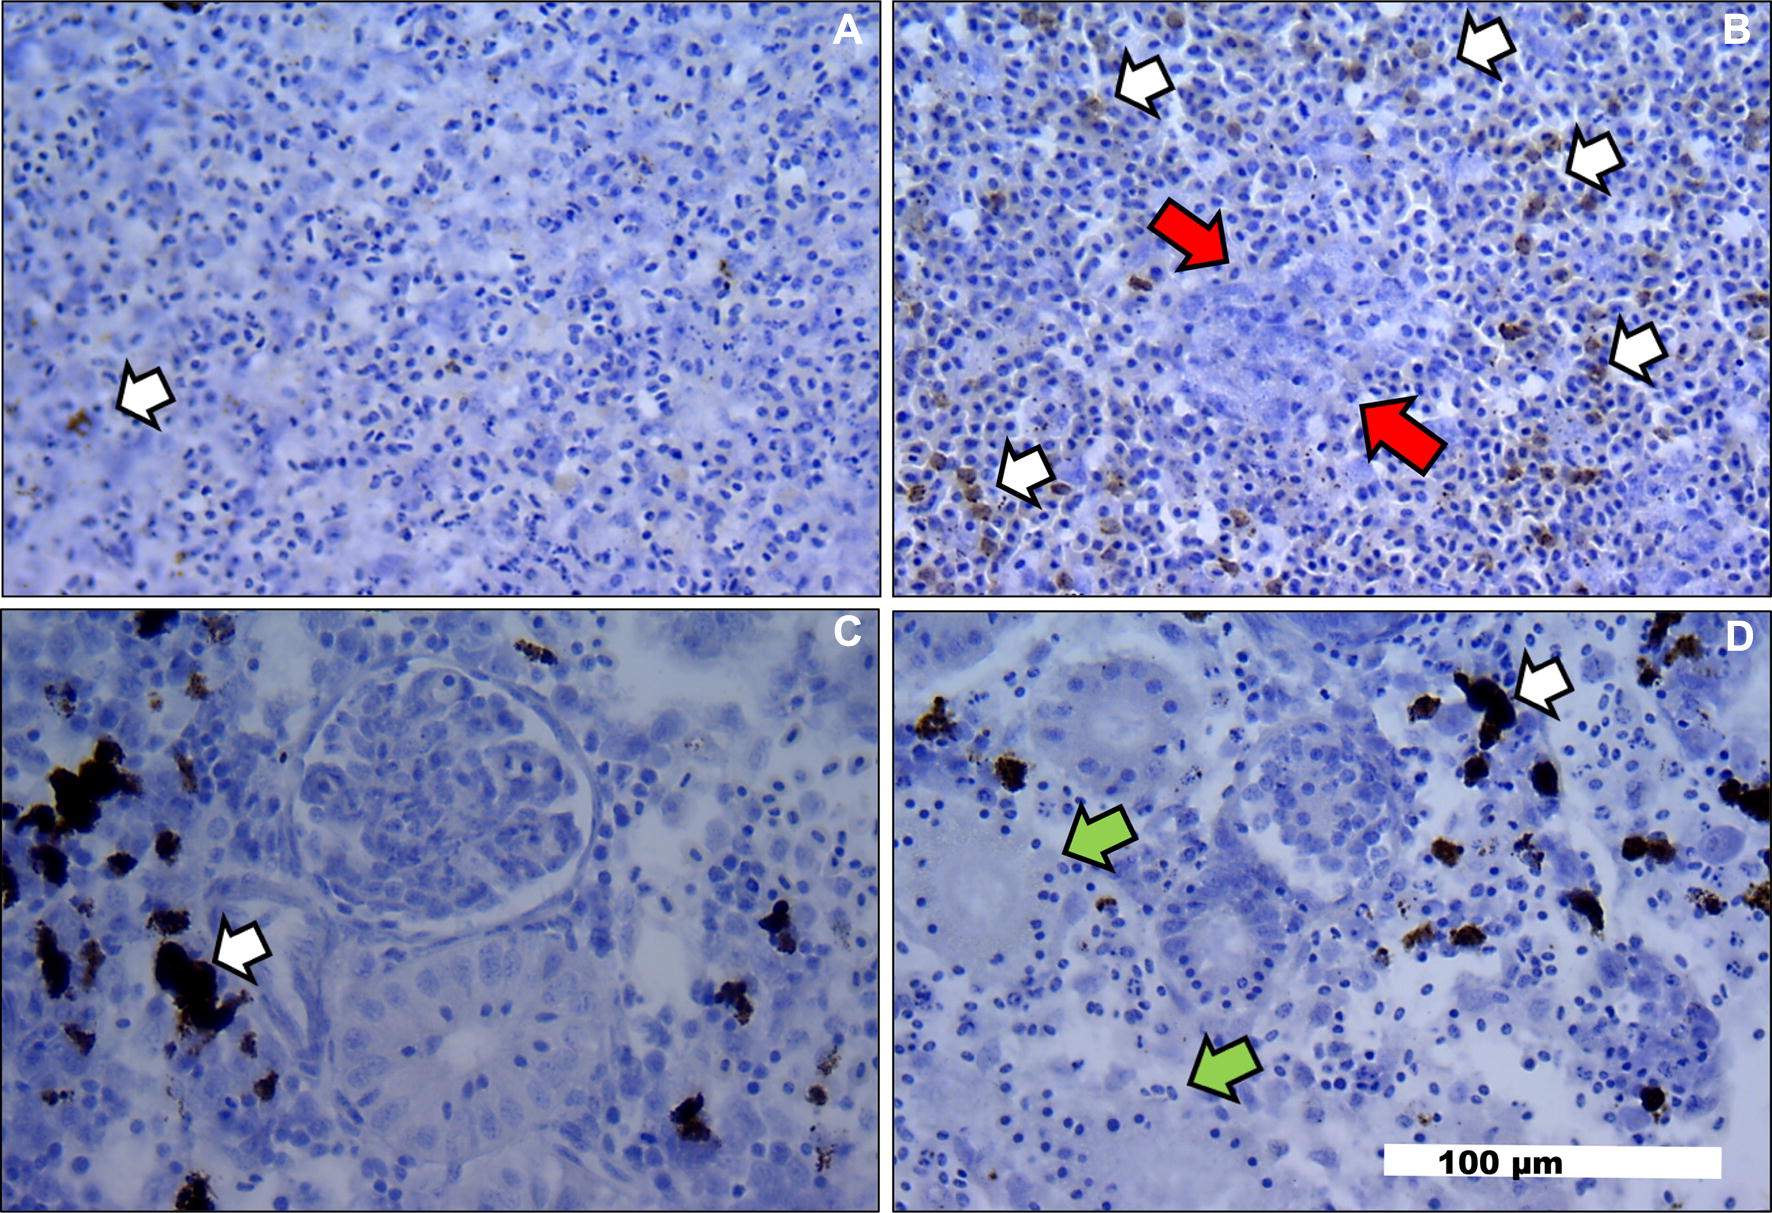
**Histopathological examination of spleen and head kidney from** ***L. garvieae*-infected and uninfected rainbow trout. A** Spleen from uninfected trout. **B** Spleen from *L. garvieae*-infected trout. **C** Head kidney from uninfected trout. **D** Head kidney from *L. garvieae*-infected trout. White arrows, melanomacrophage groups in spleen and head kidney. Red arrows, granulomatous lesion of spleen. Green arrows, moderate tubular necrosis in head kidney. Horizontal bar, 100 µm.

**Figure 2:**
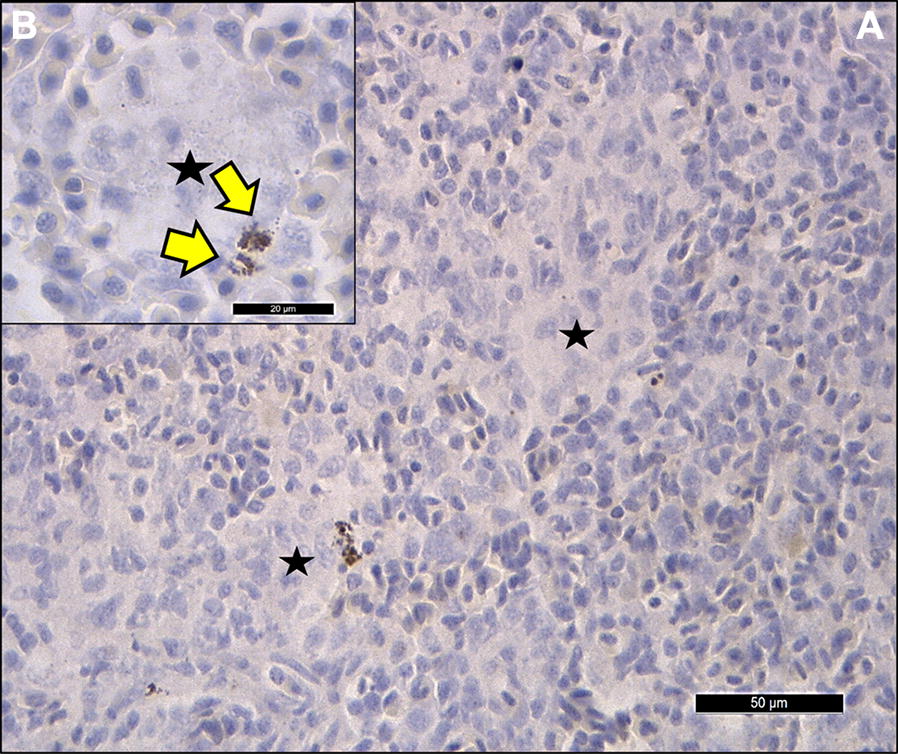
**Immunohistochemical examination showing a granulomatous lesion of spleen from** ***L. garvieae*-infected rainbow trout.** The immunohistochemical staining was performed with a polyclonal antibody serum against *L. garvieae.* **A** Spleen from *L. garvieae*-infected trout showing early macrophage granulomas (black stars); Horizontal bar, 50 μm. **B** Insert from splenic granuloma (black star) showing infiltrated macrophages with internalized *L. garvieae* (yellow arrows); horizontal bar, 20 μm.

### Overview of spleen and head kidney immune-related transcripts from *L. garvieae* infected trout

To increase the detection of immune-related transcripts expressed at low concentrations after *L. garvieae* infection, an immune-targeted microarray designed with selected genes from GenBank mRNA published sequences was used. 

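The data analysed here came from 32 arrays of this type, each hybridized with RNA labelled with a single green dye (Cy3). RNA from 2 trout made up each pool, and 11 pools were hybridized. Of these, 3 came from control spleen, 3 from *L. garvieae*-infected spleen, 2 from control head kidney and 3 from infected head kidney. The trout were sampled 72 h after inoculation. The paper's methods also mention 3 pools for each condition and organ, whereas its list of arrays has 2 control head kidney pools. The methods name fewer control trout than 3 pools of 2 trout need, while the legends of Additional files 5 and 6 give as many as they need, so it is open whether the 3 control spleen pools hold separate trout, and n for them counts pools as labelled. Every pool had 3 arrays, except 1 control head kidney pool with 2. The arrays lay on 4 slides, which were read in 3 scan sessions. Slides 1, 2 and 3 each held all spleen pools once, whereas control and infected head kidney pools lay together only on slides 3 and 4.

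The authors' scanner files, made with Agilent Feature Extraction, give for each spot an intensity after subtraction of the local background, without normalization between arrays. The deposited value table of the series held the same intensities, with a largest difference of 0. Each array carried 12884 probe identifiers, and identifiers 6442 places apart were taken as copies of one oligo. The signals of such a pair correlated across arrays with a median r of 0.934, against at most 0.235 for 5 other distances. This choice was made after the values were seen, and averaging the copies left 6442 probes. The median intensity of an array ranged from 581.3 to 4404.4, and between 74.0% and 93.0% of its spots were well above background. Intensities were log2 transformed and the median of each array was subtracted, as in the paper's methods. The arrays of a pool were then averaged, so that the pool was the replicate in limma, and each organ was fitted separately. The paper's text does not name the unit of replication. The small number of pools limits the precision. In data simulated for these designs with 200 changed probes, a log2 change of 2.5 was recovered for 58.0% of the probes in spleen and 83.5% in head kidney, and a change of 1.5 for 0% in both. The head kidney simulation had 5 pools, and its value does not hold for MB07 and MB08 as 1 replicate. Both simulations gave infected and control pools the same spread, which the spleen pools did not have at these settings. Their median SD was 0.498 in infected and 0.269 in control trout, and 20 of the 50 largest spleen rises passed the threshold. Recovery in the arrays may thus be lower than simulated. The files used here do not pair the identifiers with genes, so probes are given by identifier and no transcript is named.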

Figure 3 shows the principal component analysis (PCA) performed to give an overview of the global responses. 

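Over the 32 arrays and 6442 probes, each centred and not scaled, Dim 1 held 34.4% of the variance. Tissue accounted for 57.2% of the sum of squares along it and treatment for 5.0%. Control spleen had a mean position of 40.7 ± 8.8 (SD, n = 3 pools), infected spleen of 29.1 ± 14.3 (SD, n = 3) and infected head kidney of -8.5 ± 13.5 (SD, n = 3), whereas control head kidney, counted as 1 sample, lay at -110.2. The infected spleen pools ranged from 14.1 to 42.7 and the infected head kidney pools from -17.5 to 7.0, without overlap, although 3 pools against 3 cannot give a two-sided exact permutation p below 0.1. Across probes, which are not independent replicates, the median correlation between pools was 0.927 for infected head kidney with infected spleen, 0.924 with control spleen and 0.891 with control head kidney. Control head kidney was over 2-fold above every other pool for 445 probes and over 2-fold below for 257, against 7 and 33 probes for infected head kidney. Scaling each probe to the same variance moved the share of Dim 1 accounted for by tissue most, to 45.9%.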

The transcriptomes were separated primarily by tissues as seen with dimension 1 (Dim 1 horizontal axis, Figure 3 left), with spleen datasets closely grouped but different from *L. garvieae* head kidney datasets and even more distant from control head kidney. 

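Along Dim 2, with 18.6% of the variance, the means of the infected spleen pools were spread from -63.6 to 16.2, an SD of 40.2 over 3 pools. The SD was 17.9 for the 3 infected head kidney pools and 3.4 for the 3 control spleen pools. Tissue accounted for 35.0% of the sum of squares along Dim 2 and treatment for 21.3%, or 35.2% with quantile normalization and 0% with scaled probes, with a mean position of 52.4 for infected head kidney, -21.0 for infected spleen, -19.2 for control spleen and -22.3 for control head kidney. Over all probes, the median SD of the normalized log2 signal between pools was 0.498 in infected spleen, 0.285 in infected head kidney and 0.269 in control spleen. Without infected spleen pool 3 the value for infected spleen, then over 2 pools, was 0.258. Without infected spleen pool 1 or pool 2 it was 0.429 or 0.583. Control spleen with 1 pool left out gave 0.193 to 0.276. With a normexp background correction the median SD over 3 pools was 0.419 in infected spleen and 0.409 in control spleen. No SD is given for control head kidney, since its pools were counted as 1 sample.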

Dim 2 (vertical axis) seems to represent the intragroup variation, with the highest variation observed among the *L. garvieae* spleen transcriptomes analysed. A clear discrimination was obtained between the control and the *L. garvieae* infected datasets as is shown in Dim 3 (horizontal axis, Figure 3 right) and Dim 4 (vertical axis).

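Dim 3 held 13.1% of the variance and Dim 4 held 8.2%. Treatment accounted for 61.7% of the sum of squares along Dim 3 and tissue for 0.1%. The control spleen pools lay between -42.7 and -29.0 on Dim 3 and the infected spleen pools between 3.6 and 68.1, while in head kidney the control was at -18.8 and the infected pools between 0.3 and 18.8. These head kidney means mix slide with treatment. MB07 lay at -31.4 on slide 1 and -10.2 on slide 3, and infected pool 1 at -10.7 on slide 2 and 5.7 on slide 4. On slide 4 alone the MB08 arrays lay at -9.7 and -10.2, below all infected arrays, which ranged from 5.7 to 24.5. Along Dim 4, treatment accounted for 8.2% of the sum of squares. Spleen pools were separated there as well, with control pools between -22.1 and -10.0 and infected pools between 1.3 and 38.5. The infected head kidney pools, between -17.1 and 20.6, lay on both sides of the control head kidney at 7.9. Positions on Dim 4 also differed between slides. MB07 lay at 37.2 on slide 1 and -10.5 on slide 3, and infected head kidney pool 1 at 42.6 on slide 2 and 9.4 on slide 4. The head kidney means thus mix slide with treatment. On slide 4 alone the MB08 arrays lay at -13.4 and -12.2, and infected arrays lay on both sides, from -23.2 to 9.9. With each probe scaled to the same variance, treatment accounted for 45.8% of Dim 3 and 47.0% of Dim 4. The paper does not state whether its probes were scaled, so the low share on Dim 4 may follow from not scaling. Which dimension followed treatment changed with normexp, where the share was 2.1% on Dim 3 and 70.7% on Dim 4. That run also used the median pixel intensity of a spot in place of the mean, and the cause was not tested. From the positions of the datasets, the paper reads Dim 1 as tissue, proposes that Dim 2 represents the variation within groups, and states that Dim 3 and Dim 4 discriminate control from infected datasets.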

**Figure 3:**
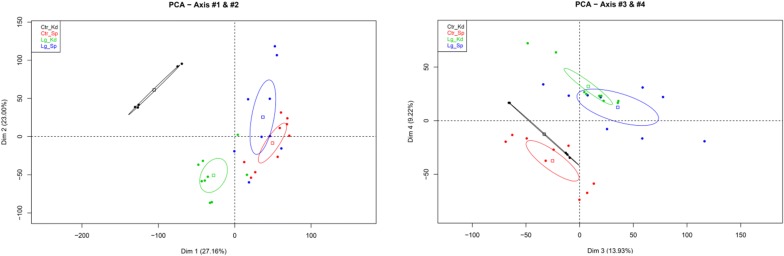
**Global analysis of microarray data.** Principal component analysis of the transcriptomes of spleen and head kidney samples from control and *L. garvieae*-infected rainbow trout. Projection on the four first axis is shown (left panel-dimension 1: horizontal axis, dimension 2: vertical axis; right panel-dimension 3: horizontal axis, dimension 4: vertical axis).

Globally, transcripts for membrane and secreted heavy chain of IgM, complement component *c6*, several cathepsins, *beta*-*2 microglobulin* and heat shock proteins were the strongest up-regulated probes in spleen and head kidney (Additional file 3, Top50 up- and down-regulated probes). Among spleen top50 up-regulated probes also appear *interferon inducible protein Gig2*, *lmp2*, *cystatin b*, *galectin*, *chitinase*, *vcam* and *perforin*, whereas in head kidney top50 up-regulated outlie *alpha tubulin*, *beta*-*thymosin* and *ubiquitin*. Strongest down-regulated probes in both organs include complement components *c3* and *bf2*, several transcription factors, *ck11*, *small inducible cytokine b14*, *il1b*, *cxcr3a*, and *ccr5*. Differential down-regulated probes include several beta-defensins, *il17d*, *il20*, *il20 precursor*, *ck8a* and complement factor *H1* in spleen; *leap2a*, *il18*, *cxcd1*, *stabilin* and *ifng1* in head kidney.

### Transcript profile analysis of different immune cells studied by cellular-specific gene sets (cGS) and RTqPCR

Because anti-protein reagents to detect markers of trout immune cells were unavailable, we used a GS list of genes (cellular specific gene sets, cGS) related to TH1, TH2, TH17 (T helper cells), CTL (cytotoxic T cells), TREG (T regulatory cells), B (IgM expressing B cells) and BT cells (IgT expressing B cells), dendritic cells, NK cells (natural killer), macrophages, and neutrophil cells to discriminate among different immune-related cellular subsets [13–16]. NK cells, CTL and TREG were up-regulated in the head kidney, while macrophages and neutrophils were up-regulated in the spleen (Table 1).

**Table 1:** **Comparison of normalized enrichment scores (NES) obtained by using gene set enrichment analysis (GSEA) of cellular gene-sets (cGS)**

cGS	No. genes per cGS	Spleen	Kidney
NKCELLS	20	1.05	1.72*
CTLs	9	0.93	1.60*
TREG	11	1.15	1.42*
TH2	14	1.19	1.32
MACROPHAGES	16	1.62*	1.29
TH1	13	1.33	1.24
TH17	18	1.02	0.74
B	9	0.92	−0.52
BT	8	0.93	−0.53
NEUTROPHIL	7	1.44*	−0.80
DENDRITIC	5	−0.94	−1.27

The Table shows the NES of each cGS on the different trout phenotypes ordered by those of kidney.

NK-cells: natural killer cells, CTL: antigen-specific cytotoxic T cells, Treg: T regulatory cells, Th2: T-helper 2 cells, Macrophages: monocyte/macrophages, Th1: T-helper 1 cells, Th17: T-helper 17 cells, B cells: IgM producing cells, BT cells: IgT producing cells, neutrophil: neutrophil and granulocyte cells, dendritic: dendritic cells.

* FDR q value < 0.25.

The gene probes corresponding to heavy and light chain membrane-bound form of IgM and IgD (defining B cells) were up-regulated in the spleen (Table 1), whereas the membrane form of IgT (defining BT cells) was only lightly up-regulated in this tissue. Probes for secretory forms of IgM were highly up-regulated in the spleen and head kidney of *L. garvieae*-infected trout. The up-regulation of secreted IgM transcripts in these tissues of *L. garvieae*-infected trout was confirmed by RT-qPCR (Figure 4). A positive correlation (r = 0.952) was observed between the microarray and RT-qPCR data (Additional file 4).

**Figure 4:**
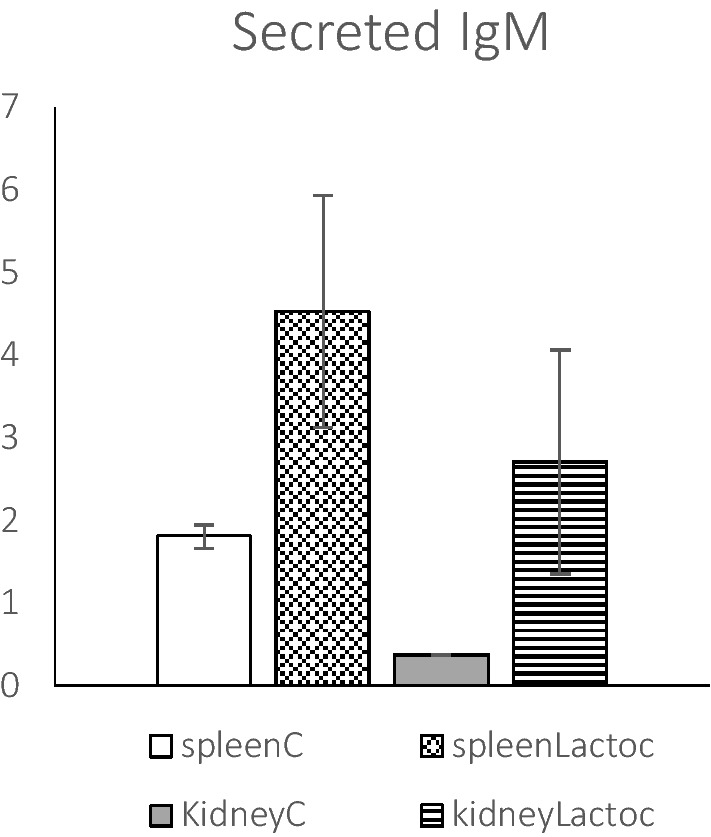
**RT-qPCR relative gene expression values of secreted IgM.** The relative gene expression values were determined by RT-qPCR in spleen and kidney as the mean of expression relative to the endogenous control *ef1a.* Means and standard deviations (*n* = 3), were calculated by the formula, expression value of each gene/expression value of *ef1a*. The *p* values are shown as *p < 0.05.

Among the genes related with antigen presentation, multiple probes of MHC class I antigens, b-2 microglobulin and tapasin appeared up-regulated in both organs of *L. garvieae*-infected fish, as well as *nitr2* (novel immune type receptor 2), *pigr* (polymeric immunoglobulin receptor), and *tcra*, *tcrb* (T cell receptor alpha and beta chain, constant region). *lck1* and *lck2* (lymphocyte-specific protein tyrosine kinase, involved in lymphocyte intracellular signaling pathways) appeared up-regulated in the spleen, and *nitr4* appeared down-regulated in both organs.

### Gene set enrichment analysis (GSEA) of immune-targeted microarray data

Table 2 shows the pathways that were regulated in the spleen compared to those in the head kidney after *L. garvieae* infection. Among these pathways, the NOD and complement pathways were up-regulated in spleen of *L. garvieae*-infected trout. The NOD-like receptor signalling pathway, according to the KEGG database, is known to be activated by bacterial peptidoglycans, among other ligands, resulting in activation of the NF-kappa B (NF-KB), MAPK, IL6 and IL8 signaling pathways in mammals. These theoretical final activations were observed by up-regulation of the MAPK signaling pathway detected in the spleen of *L. garvieae* infected trout (Table 2) together with *p100/p52 (nfkb)* and IL-8 genes. On the other hand, the fibroblast growth factor signaling pathway was down-regulated in the spleen. In the head kidney, the apoptosis pathway and NF-KB signaling pathway were significantly up-regulated.

**Table 2:** **Comparison of normalized enrichment scores (NES) obtained by using gene set enrichment analysis (GSEA) of immune-related pathways**

Pathway	Size	Spleen	Kidney
		NES	NES
COMPLEMENT-K	12	1.66*	1.05
NOD-K	12	1.45*	1.31
MAPK-K	17	1.43*	−0.84
APOPTOSIS-K	12	1.41	1.52*
NFKB-K	26	1.26	1.50*
FGF SIGNALING PATHWAY-W	7	−1.64*	−1.06

The Table shows the NES values of each GS ordered by those of spleen.

Terminal-K: KEGG pathway, Terminal-W: Wikipathways, NOD: nucleotide-binding oligomerization domain-like receptors, MAPK: mitogen-activated protein kinase, NFKB: nuclear factor k-light-chain-enhancer of activated B cells, FGF: the fibroblast growth factor signalling pathway.

* Italic, FDR q value < 0.25. Size: number of genes analysed.

### Regulation of selected gene groups from the microarray data

#### Cluster differentiation antigens (CDs) and macrophage related genes

Among the cluster differentiation antigens (CDs) analysed, transcripts up-regulated in spleen and head kidney of *L. garvieae* infected fish were *cd3* (T cell marker), *cd4* (T-helper cell marker), *cd9* (up-regulated in activated lymphocytes), *cd18* (leucocyte adhesion molecules), *cd53* (related to T cell and NK activity), *cd59* (involved in complement-mediated cell lysis and T cell activation), *cd63* (platelet activation marker), *cd97* (related to leucocyte adhesion, recruitment and activation), *cd205* (involved in antigen uptake, processing and presentation by dendritic cells), *cd209* (C-type lectin receptor of macrophages and dendritic cells, which may increase phagocytosis), *leu cht* (leucocyte chemotaxin), *c9orf78* (involved in gene splicing), *prot inh* (proteinase inhibitor), *pleckstrin* (platelets) and a *C*-*type lectin receptor b* (Figure 5A). *cd83* (involved in regulation of antigen presentation) was up-regulated only in spleen, while *cd2* (implied in adhesion T cell-APC through CD58 protein) was up-regulated only in head kidney. On the other hand, transcripts down-regulated in both organs were *cd8b* (T-cytotoxic cell marker), *cd79a* (associated with membrane-bound immunoglobulin in B-cells), membrane-bound form and long and short secretory forms of *cd80/86* (T cell activation), *cd163* (scavenger receptors of activated monocytes and macrophages), and *cd276* (costimulatory molecule of CD80/86). In the head kidney, down-regulation of *cd200* (NK immunosuppressive cell surface gene) was also observed.

**Figure 5:**
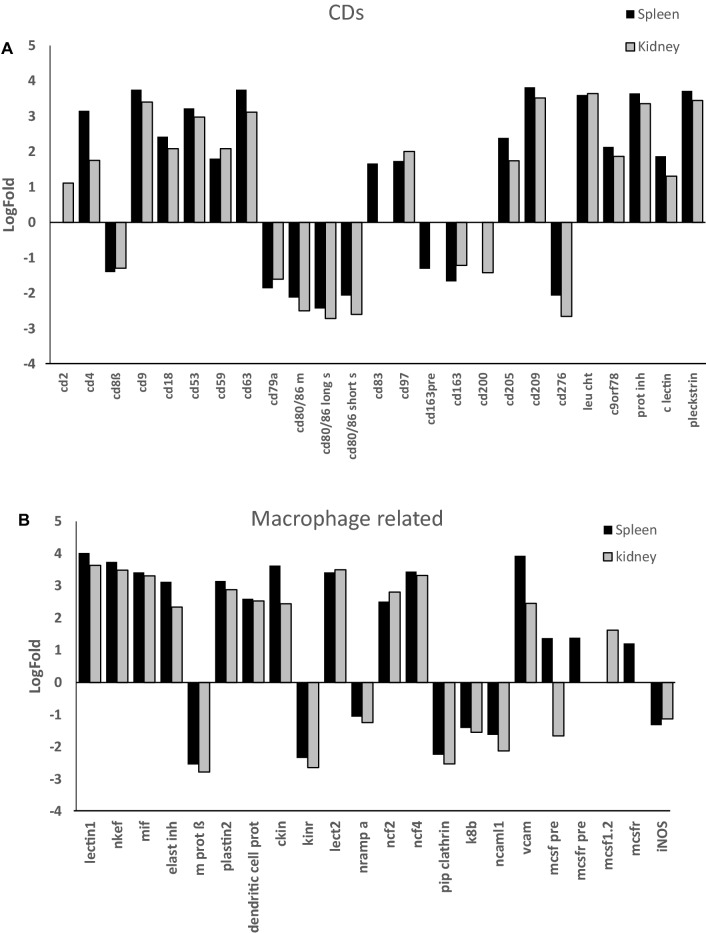
**Differential transcript expression of cluster differentiation antigens (A) and macrophage related genes (B) in** ***L. garvieae*-infected trout.** Trout were injected with *L. garvieae* and RNA was extracted from spleen and head kidney of symptomatic (*n* = 6) and of control (*n* = 6) fish for microarray hybridization. After normalization, the mean and standard deviations were represented as differential expression LogFold from up- (+) or down- (−) regulated transcripts (> 1 or < −1, respectively), calculated by the formula, normalized fluorescence of each gene in *L. garvieae*-infected trout/normalized fluorescence of each gene in uninfected trout.

Among the probes classified as macrophage-related genes, the genes up-regulated in both organs were *lectin1*, natural killer cell enhancement factor *nkef*, macrophage migration inhibitory factor *mif*, leucocyte elastase inhibitor *elast inh*, *plastin2*, a dendritic cell related protein, *ckin* (involved in cell adhesion), leucocyte cell derived chemotaxin-2 *lect2*, neutrophil cytosolic factors *ncf2* and *ncf4*, and *vcam* (vascular cell adhesion molecule or CD106) (Figure 5B). Up-regulated only in spleen were macrophage colony-stimulating factor precursor *mcsf pre* and receptor *mcsfr* and only in head kidney *mcsf1.2*, whereas *mcsfpre* was down-regulated in the head kidney. Down-regulated probes common to both organs were natural resistance-associated macrophage protein-alpha and -beta, bradykinin receptor B2 *kinr*, *clathrin*, and simple type II keratin *k8b*.

The cytokine inducible isoform of nitric oxide synthase (*inos*), which plays a role in the respiratory burst of leucocytes, was down-regulated in both organs.

#### Antimicrobial peptides, TLRs and complement

Several transcripts for antimicrobial peptides were up-regulated in the spleen and head kidney of *L. garvieae*-infected trout (Figure 6A). Among these, the transcripts for *cathelicidin 1*, *hepcidin*, LPS binding protein/bactericidal/permeability-increasing protein *lps bind 1* and *2*, and *cat prot1* (nonspecific cytotoxic cell cationic anti-microbial protein 1). Differential expression of liver-expressed antimicrobial peptide *leap2a* was found in both organs, with up-regulation in spleen and down-regulation in head kidney, while *leap2b* was down-regulated only in head kidney and no regulation was found in the spleen. On the other hand, several β-defensins, *cathelicidin 2a* and *2b*, *hepcidin 1 precursor*, *leap2a* and *2b precursors*, *hepse* (LPS heptosyltransferase), *viral A* (viral A-type inclusion protein repeat containing protein) and *atta* (antimicrobial peptide attacin AttA) were down-regulated in both spleen and head kidney of *L. garvieae*-infected trout (Figure 6A).

**Figure 6:**
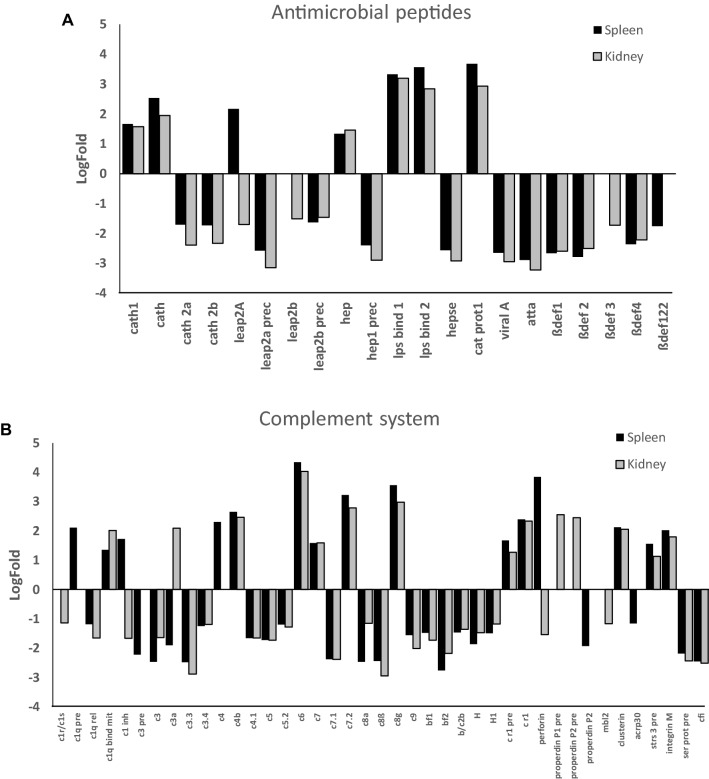
**Differential transcript expression of antimicrobial peptides (A) and complement system (B) in** ***L. garvieae*-infected trout.** Trout were injected with *L. garvieae* and RNA was extracted from spleen and head kidney of symptomatic (*n* = 6) and of control (*n* = 6) fish for microarray hybridization. After normalization, the mean and standard deviations were represented as differential expression LogFold from up- (+) or down- (−) regulated transcripts (> 1 or < −1, respectively), calculated by the formula, normalized fluorescence of each gene in *L. garvieae*-infected trout/normalized fluorescence of each gene in uninfected trout.

Some TLR transcripts were differentially expressed. These include up-regulation in the spleen of a *tlr* (AJ628348.1), that blasted to a recent GenBank entry for TLR22 (a fish-specific TLR), *tlr3* (recognizes viral dsRNA) and *tlr3 promotor*, *tlr13* (the ligand is bacterial RNA) and Toll-interacting protein (*tollipi*), whereas *tollipii* was up-regulated in the spleen and head kidney of *L. garvieae*-infected trout. By contrast, membrane and secreted form of TLR5 (recognizes bacterial flagellins), *tlr8a1* and *tlr8a2* (phagocytized bacterial RNA) were down-regulated in both organs. Up-regulation of TLR22 in the spleen and down-regulation of secreted TLR5 and TLR8a2 in spleen and head kidney of *L. garvieae*-infected fish were confirmed by RT-qPCR (Additional file 4). No significant differences were found in TLR1 (bacterial lipoprotein), TLR2 (Gram + bacteria, lipoteichoic acids and/or peptidoglycans) by RT-qPCR, confirming the microarray results.

In both spleen and head kidney of *L. garvieae*-infected trout, transcripts for the complement component c6 were among the top 50 up-regulated transcripts (Additional file 3). Other transcripts up-regulated in both organs were *c1q bind mit* (classical complement pathway); *c4b* (classical and lectin pathways); *c7*, *c7.2* and *c8* *g* (downstream membrane attack complex); *cr1*, *cr1 precursor* and *integrin M* (complement receptor system); and *clusterin* (complement regulation) (Figure 6B). In the spleen, *c1q precursor*, *c4*, and *c1 inhibitor* were also up-regulated. In the head kidney, *c3a* and *properdin p1*-*p2 precursors* (alternative pathway) appeared up-regulated. On the other hand, *c3*, *c3.3*, *c3.4*; *c1q rel* (classical pathway); *c4.1* (classical and lectin pathways); *bf1*, *bf2*, *b/c2b* (alternative pathway); *c5*, *c5.2*, *c7.1*, *c8a*, *c8b*, *c9* (downstream membrane attack complex); and *H*, *H1*, *cfi* (inhibitory factors) were down-regulated in both organs. In addition, *c3 precursor*, *properdin p2* and *acrp30* (complement related protein) were down-regulated only in spleen and *c1r/c1s* (classical pathway), and *mbl2* (lectin pathway) were down-regulated only in head kidney.

#### Cell signalling: chemokines and cytokines and their receptors

*cxcl10*-*like* was strongly up-regulated in the spleen and the head kidney of *L. garvieae*-infected trout (Figure 7A). Other CXC chemokines that were up-regulated to a lower extent in both organs included *cxcl8*, *cxcl8e and cxcl8n* (*il8*), and a virus-induced cxc chemokine (*cxcvir*). Other IL8 related probes including *il8a*, *il8b*, *il8c* and *il8d* were up-regulated in spleen. Regarding CC chemokines, *ck7a* and *ck7b* were strongly up-regulated in both organs, together with *ck2*, *ck4a*, *ck9*, *ck10*, small inducible cytokine *scya 103*, *ccl13*, *cka4 precursor* and a *chemokine*-*like factor*. *ck3* and *ck5b* were also up-regulated in the spleen. As for chemokine receptors, *cxcr3a*, *il8r*, ccr9 and a *chemokine receptor 1* appeared up-regulated in both organs, and *cxcr3b* also in the spleen (Figure 7A). On the other hand, down-regulated transcript for *ck1* was found in spleen, and for *ck4b* and *ck12b* in head kidney, whereas other chemokines and chemokine receptors were down-regulated in both organs (Figure 7A).

**Figure 7:**
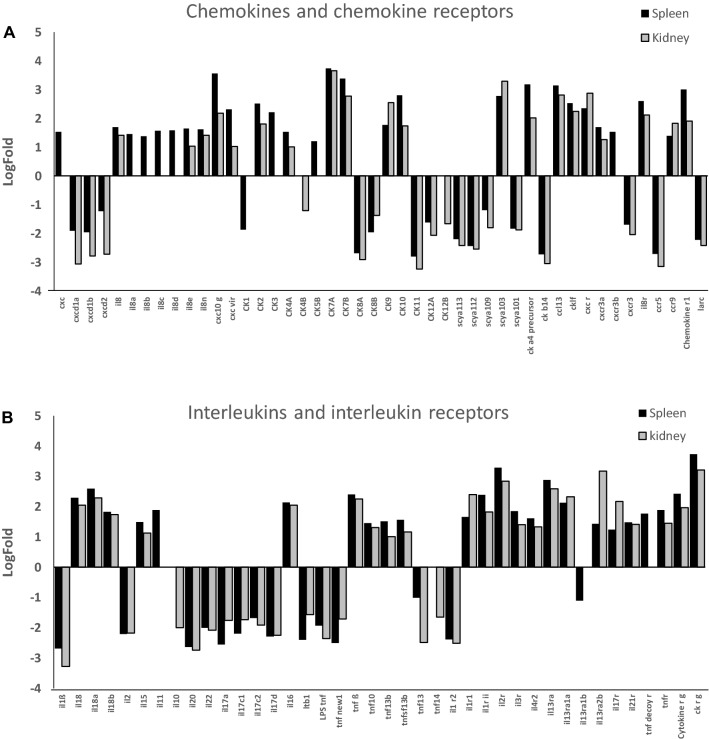
**Differential transcript expression of the chemokines and chemokine receptors (A) and interleukins and interleukin receptors (B) in** ***L. garvieae*-infected trout.** Trout were injected with *L. garvieae* and RNA was extracted from spleen and head kidney of symptomatic (*n* = 6) and of control (*n* = 6) fish for microarray hybridization. After normalization, the mean and standard deviations were represented as differential expression Log Fold from up- (+) or down- (−) regulated transcripts (> 1 or < −1, respectively), calculated by the formula, normalized fluorescence of each gene in *L. garvieae*-infected trout/normalized fluorescence of each gene in uninfected trout.

Regarding interleukins and their receptors, up-regulated probes in both organs are shown in Figure 7B. However, *tnf*-*decoy* receptor was only up-regulated in spleen. Cytokines such as *il10* and *tnf14 were d*own-regulated only in the head kidney. Other cytokines, such as the pro-inflammatory *il1b*, were strongly down-regulated in both organs (Figure 7B).

Multiple probes for type 1 IFN 2, 3, 4 and 5, and for IFN gamma appeared down-regulated in the spleen and the head kidney of *L. garvieae*-infected trout. On the contrary, probes for interferon regulatory factors *irf1*, *irf2*, *stat1* (signal transducer and activator factor, involved in IFN signalling pathways), and several interferon inducible genes were up-regulated in both organs, including the mixovirus resistance GTPase genes Mx (Additional file 5) or *ifn induced proteins 1*, *2*, *gig2*, *30*, *35kd*.

In addition, many viruses induced genes were up-regulated in both organs following *L. garvieae* infection, including *vigs 1*, *2*, *3*, *4*, *5*, *6*, *7*, *9*, (*vig10* only in spleen), *b32*, *b51*, *b143*, *b191*, *b203*, *b225*, (*b124* only in spleen) (Additional file 5).

The suppressors of cytokine signalling *socs1*, *socs3*, *socs5 and socs7* were up-regulated in the spleen and head kidney, whereas *socs2* was up-regulated only in the head kidney.

#### Apoptosis, heat shock proteins and transcription factors

Regarding the genes involved in the apoptotic process, *apoptosis regulator BAX membrane isoform*, caspase transcripts for *casp9* (initiator caspase) and *annexin a1* were up-regulated in both organs of *L. garvieae*-infected fish.

Many transcripts grouped as heat shock proteins were strongly up-regulated in *L. garvieae*-infected fish, including probes for *hsp90* (chaperone with roles in stabilization and folding of proteins and protein degradation), transcripts for genes with roles in protein degradation as *collagenase*, *chitinase*, *proteasome subunit9* (*lmp2*) and *ubiquitin*, different probes for several *cathepsins*, *prefoldin and prostaglandin e synthase3* (Additional file 6).

Furthermore, up to 461 and 443 transcription factors were modulated in the spleen and head kidney, respectively. Among them, is remarkable the up-regulation of key factors involved in the immune response such as *ap1*, *jun* (a proto-oncogen), *ccaat/enhancer binding protein alpha* and *delta* (CEBP), *nod3*, *p100/p52 (nfkb)* and *nuclear factor kappa B inhibitor alpha* in both organs; *stat5* and *mda5* in spleen, *b*-*cell translocation gene3* in head kidney. Strong up-regulation of transcription factor 3 *btf3* (required for transcriptional initiation), of *cyclin B1* and *cyclin B2* was observed in both organs. Down-regulation of *tdt* (terminal deoxynucleotidyl transferase, participates in antibody gene recombination) in both organs, and *pax5* (expressed at early but not late stages of B-cell differentiation) in head kidney was also observed.

## Discussion

In this work, we have performed a transcriptome analysis to study the immune responses in the spleen and head kidney of trout with clinical signs of lactococcosis 72 h after *L. garvieae* inoculation, to analyze a fully developed response. Despite the clinical and economical relevance of *L. garvieae* as a fish pathogen for the worldwide rainbow trout farm industry [1, 2], studies on the immune response against *L. garvieae* are lacking in this fish species. Therefore, this study will contribute to a better understanding of the host–pathogen interaction during *L. garvieae* infections.

Most studies that investigated the immune transcriptome during bacterial infections in fish have used microarrays designed from EST derived from whole genomes in which transcripts of many immune-related genes are often under-represented [12]. To reduce this drawback, we used a custom designed immune-targeted microarray specifically containing transcripts derived from immune-related mRNAs deposited in public gene or pathway data banks [13]. As a result, the 15KID032303 custom designed microarray used in this work contains approximately threefold more unique immune-related probes than other microarrays used in similar fish studies [24]. The present microarray has already been successfully used to study the immune response to different pathogens and/or vaccination in rainbow trout [13–16].

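The log2 fold changes of infected against control trout in spleen and in head kidney were compared over all 6442 probes. Across probes, which are not independent replicates, Pearson's r was 0.016 and Spearman's rho was -0.101, and 46.2% of the probes changed in the same direction in both organs. Probes past the threshold of the differential analysis included 5 that were up-regulated in both organs, or 1 with MB07 and MB08 as 1 replicate. The only down-regulated spleen probe, JC000664, had a log2 fold change of -2.32 in head kidney (adjusted p = 0.013, limma). Of the 23 regulated spleen probes, 16 changed in the same direction in head kidney, and of the 1098 regulated head kidney probes, 420 changed in the same direction in spleen, as did 25 of the 55 found with MB07 and MB08 as 1 replicate. The largest spleen changes were shared more often, since 38 of the 50 largest rises in spleen were rises in head kidney, with a median log2 fold change there of 1.86, and 47 of the 50 largest falls were falls, with a median of -1.91. In the other direction, 30 of the 50 largest rises in head kidney were rises in spleen and 20 of the 50 largest falls were falls. Tested as an interaction in limma over all 4 groups, the change differed between the organs for 738 probes, 454 with a larger value in spleen and 284 with a smaller one. The pools were taken as independent there, although by the paper's methods the same infected trout gave both organs. With the numbers of the pools as a replicate block, the direction of the majority changed, with 253 larger and 362 smaller. In that fit control spleen pool 3 had no head kidney partner and did not count, so pairing and its loss are not separated. The count of 738 was 212 with MB07 and MB08 as 1 replicate, a choice made after the data were seen. Leaving out 1 pool at a time kept Pearson's r between -0.088 and 0.168, the highest value being without infected spleen pool 3. With spleen from slide 3 and head kidney from slide 4, read in the same scan session, r was 0.043. The paper lists the transcripts that were up- or down-regulated in both organs (Figures 5, 6 and 7) before it compares their profiles.

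**Figure D2:**
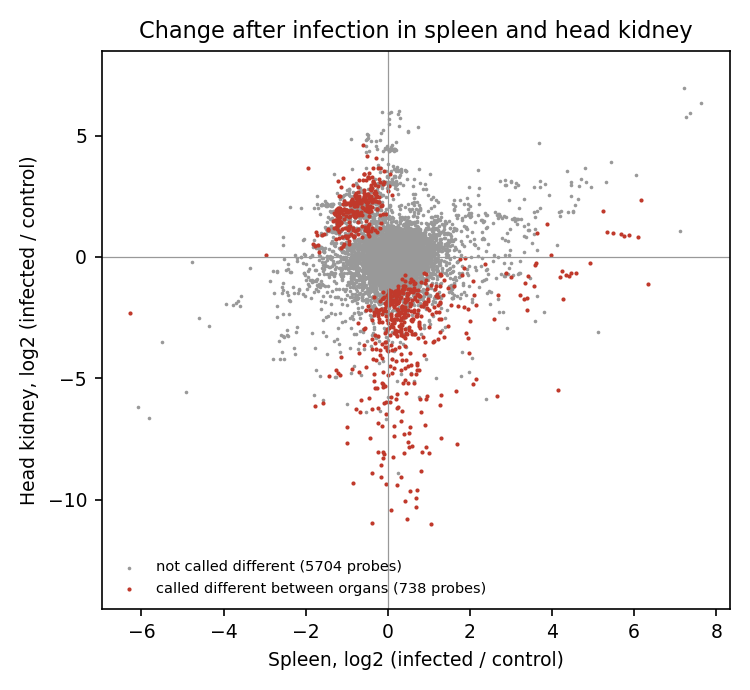
Change after infection in spleen (horizontal axis) and head kidney (vertical axis), each as the log2 fold change of infected over control pools. Each point is 1 of 6442 probes, and red points are the 738 probes whose change differed between the organs in limma with MB07 and MB08 as 2 replicates. The points do not follow a diagonal, as the r of 0.016 states.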

The obtained results showed a similar transcriptome profile for the immune response between the spleen and the head kidney in *L. garvieae*-infected trout 72 h post- inoculation, a time at which the infected trout exhibited external and internal signs of lactococcosis. These results are in accordance with those reported in the earlier immune response to *L. garvieae* in grey mullet (*Mugil cephalus*), where similar immune responses were found in spleen and head kidney [11] despite the different post-inoculation times (24 h in the grey mullet *versus* 72 h in rainbow trout). Thus, Byadgi et al. [11] analyzed the early immune response to *L. garvieae* infection before development of lactococcosis, while we analyzed a later immune response after fish exhibited obvious signs of lactococcosis in this study. Early immune responses are fundamentally important, as they provide the first line of defense against the infection, while we focused our study at 72 h post-injection, when the immune response is more developed.

The most important difference observed between spleen and head kidney was the high inflammatory response detected by histopathology and immunohistochemistry in the spleen corresponding to granulomatous lesions containing macrophages with internalized *L. garvieae* (Figure 2B). These results are consistent with splenomegaly, commonly observed as one of the most important clinical signs of lactococcosis [1, 2, 25]. Granuloma formation could be easily correlated with the up-regulation of the chemokines CXCL10, CXCL8 (also called IL8) and their receptors (CXCR3 and IL8R respectively) and other inflammatory cytokines and macrophage marker genes in the spleen (Figures 5B and 7), and the increase in transcription of genes related also to neutrophils in this tissue (Table 1). In trout, IL8 plays a key role in the recruitment of monocytes and neutrophils into tissues [26] and in the activation of phagocytosis in macrophages. Activated macrophages are key to further activate NK cells, cytotoxic T cells, Th1 and Th2 lymphocytes and macrophages, amplifying the inflammatory response in the granulomas. Phagocytosis is also a key function in fish B cells [27, 28]. Phagocytosis is known to be triggered by the recognition of pathogen-associated molecular patterns (PAMPs) with receptors in the phagocytes (such as complement receptors, Toll receptors and NOD-like receptors). This recognition promotes phagocytosis and the induction of pro-inflammatory cytokines that are involved in initiation of the adaptive immune processes.

TLR5 is usually up-regulated in response to flagellin stimulation. In *L. garvieae* infected samples, TLR5 was down-regulated at low fold changes (Additional file 4). This result was not unexpected, since *L. garvieae* is not flagellated. On the other hand, TLR5 has been found either up- or down-regulated in tissues of infected fish, regardless the presence of flagellin in the microorganisms [15, 29].

By contrast, TLR22, TLR13 (bacterial RNA) and NOD-linked signalling pathways, including NOD and MAPK, were up-regulated in the spleen (Table 2). According to the KEGG database, these gene pattern up-regulations in mammals could be related to the intracellular recognition of bacterial peptidoglycans, lipoteichoic acids and muramyl dipeptide in the phagosome, suggesting that these antigens may act as inducers for fish host responses against *L. garvieae* infection. The binding of these PAMPS to NOD-like receptors activates the transcription of NF-KB and triggers the production of antimicrobial peptides (AMPs) and other pro-inflammatory molecules, Although TLR22 has been associated with the recognition of long dsRNA mainly from viruses [30], TLR22 up-regulation has also been reported in the spleen in common carp and turbot after *Aeromonas hydrophila* and *Streptococcus iniae* infections, respectively [31, 32]. Recent studies indicate that TLR22 can be modulated by PAMPS present in bacteria, such as peptidoglycans and lipopolysaccharides [32–34]. Therefore, TLR22 may be considered as an important pathogen surveillance receptor able to link the innate and adaptative immune pathways. Under this view, up-regulation of TLR22 in the spleen after *L. garvieae* infection could initiate the activation of adaptive immune response. This is in line with the increase of melanomacrophages in the spleen (Figure 1A, B). Studies, across many fish species, identified the melanomacrophage centers as primitive functional germinal centers involved in the adaptive immune response activation [35]. The up-regulation of secreted IgM in the spleen and head kidney of *L. garvieae*-infected trout, confirmed by RT-qPCR (Figure 4), as well as the up-regulation of BT cells only in the spleen (Table 2) could indicate the further development of an antibody response by both IgM (+) and IgT (+) spleen B cells to respond to systemic infection. In trout, IgT is involved in mucosal immunity and it also participates in systemic immunity [36, 37].

Different chemokines and interleukins were up-regulated in the trout spleen after *L. garvieae* infection. Among these, CK5B and IL11 have been reported as greatly induced by LPS and bacteria [38, 39]. Despite IL1-β is an important mediator of early infection responses and an important cytokine linked to inflammation [40], its down-regulation after 72 h of infection, as it is shown in this work, could indicate decrease in the innate inflammatory responses at this point. The same situation has been observed respect to the cytokine inducible isoform of nitric oxide synthase (*inos*), which was down-regulated in spleen and head kidney. This is also correlated with the down-regulation of C3 (and factor *H1* also in the spleen), but with the up-regulation of final C6 component of complement pathways, and the induction of regulatory T cells in both tissues. In addition, several genes for protein degradation and apoptosis are up-regulated in both organs that correlate with a late phase of the inflammatory process.

We have observed a low down-regulation of IFN type I and IFN gamma genes in the tissues of *L. garvieae* infected fish but several interferons stimulated genes (ISG) appeared up-regulated (Additional file 5). This could be correlated with the intracellular location of the bacteria observed previously both in vitro and in vivo [19]. Although Interferon type I responsive genes are not usually induced by bacterial infections, ISG have been also observed up-regulated after *Aeromonas salmonicida* challenge in trout early stages [41].

In addition to the induction of macrophages and neutrophils in the spleen, the positive regulation of MHC I molecules, cytotoxic T cells and NK cells in the kidney suggest a potential intracellular mode of pathogenicity for this bacterium, which is in line with the ability of *L. garvieae* to invade non-phagocytic cells [19] and the formation of granulomas. Moreover, the up-regulation of MHC I was also observed in grey mullets infected with *L. garvieae* [11], proposing this possibility.

Overall, our results show that *L. garvieae* infection induced a robust inflammatory response in the trout spleen, which correlated with the increase of melanomacrophages and presence of granulomas in this tissue. A correlation also existed between the presence of granulomas and up-regulated gene sets in the spleen, which defined inflammatory molecules, macrophages and neutrophils, whereas NK cells, cytotoxic cells, and equivalents to regulatory T cells were up-regulated in head kidney. In the spleen, there is also an activation of adaptive immune mechanisms and the development of an antibody response by both IgM (+) and IgT (+) spleen B cells to respond to systemic infection against *L. garvieae*. This study can aid in the design of new vaccination strategies to prevent the effects of this disease in trout.

## Additional files

**Additional file 1.** **Schematic representation of the array distribution.**

**Additional file 2.** **Primers used for expression analysis by RT-qPCR.**

**Additional file 3.** **Top 50 up- and down-regulated probes in spleen and head kidney.** Differentially top 5o regulated probes are marked in bold.

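Additional file 3 gives, by transcript name, the 50 highest and the 50 lowest LogFold values of each organ, with a ratio that equals 2 raised to the LogFold. The paper's LogFold values run from 4.54 to 3.84 for the up-regulated and from -2.62 to -2.89 for the down-regulated spleen probes, and from 4.20 to 3.65 and from -2.97 to -3.27 in head kidney. In the arrays analysed here, the 50 largest log2 fold changes ran from 7.63 to 3.82 in spleen and from 6.98 to 4.38 in head kidney. The 50 lowest ran from -2.39 to -6.27 in spleen and from -6.37 to -11.01 in head kidney. Of the 50 largest rises, 20 in spleen and 24 in head kidney were past the threshold of the differential analysis, as were 1 and 44 of the 50 largest falls. With MB07 and MB08 as 1 replicate, 1 of the rises and 14 of the falls in head kidney were. Infected trout had no array well above background for 1 of these falls in spleen and 8 in head kidney, and control trout had none for 3 of the rises in spleen and 1 in head kidney, so that these fold changes are not measured sizes. The lists of the paper have 28 names in common between the organs among the up-regulated and 27 among the down-regulated transcripts. The 50 largest fold changes computed here shared 4 probes between the organs and the 50 lowest shared 1, but names and identifiers were not paired, and a name can stand for several probes.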

**Additional file 4.** **Correlation between RT-qPCR and microarray data.** The log_10_ values of the RT-qPCR expression levels in spleen (S) or kidney (K) of infected fish were plotted against the microarray log_10_ values for six representative genes.

**Additional file 5.** **Differential transcript expression of Mx genes and virus induced genes (vig).** Trout were injected with *L. garvieae* and RNA was extracted from spleen and head kidney of symptomatic (*n* = 6) and of control (*n* = 6) fish for microarray hybridization. After normalization, the mean and standard deviations were represented as differential expression Log Fold from up- (+) or down- (−) regulated transcripts (> 1 or < −1, respectively), calculated by the formula, normalized fluorescence of each gene in *L. garvieae*-infected trout/normalized fluorescence of each gene in uninfected trout.

**Additional file 6.** **Differential transcript expression of heat shock proteins.** Trout were injected with *L. garvieae* and RNA was extracted from spleen and head kidney of symptomatic (*n* = 6) and of control (*n* = 6) fish for microarray hybridization. After normalization, the mean and standard deviations were represented as differential expression Log Fold from up- (+) or down- (−) regulated transcripts (> 1 or < −1, respectively), calculated by the formula, normalized fluorescence of each gene in *L. garvieae*-infected trout/normalized fluorescence of each gene in uninfected trout.

# Supplementary material for: Spleen and head kidney differential gene expression patterns in trout infected with Lactococcus garvieae correlate with spleen granulomas
**Source:** Vet Res. 2019 May 2;50:32. doi: 10.1186/s13567-019-0649-8
**Supplement:** Supplementary file 1 — Additional file 1. Schematic representation of the array distribution.

## Slide 1
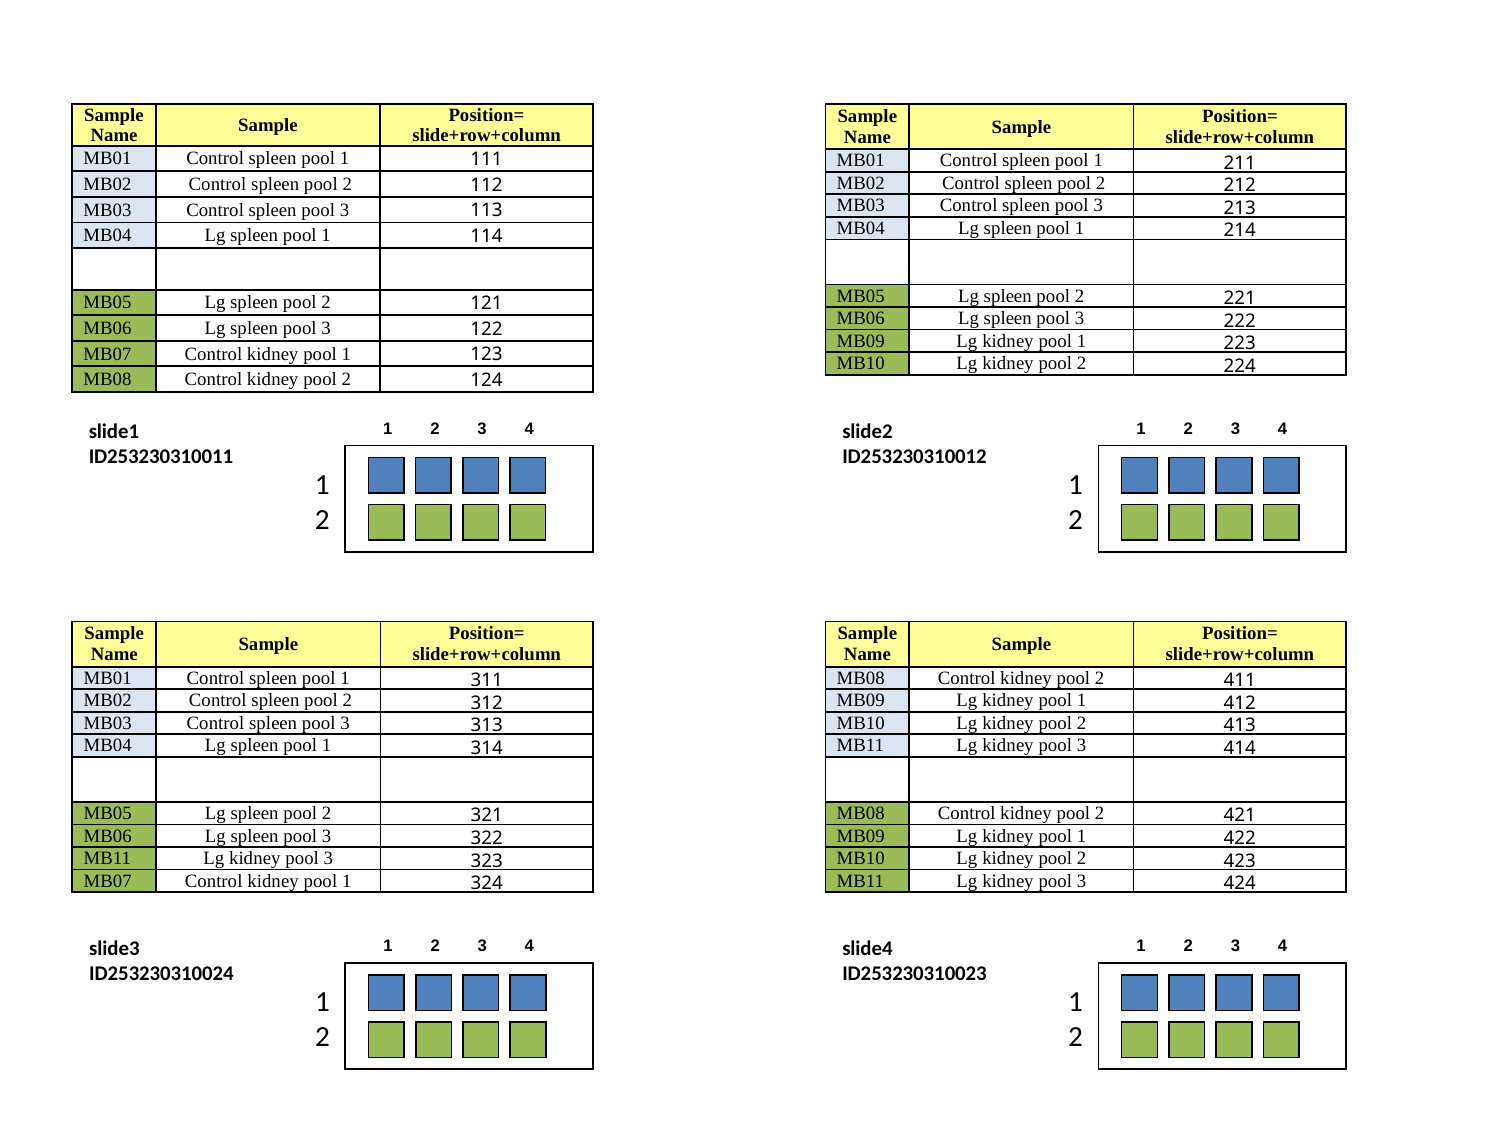

| Sample Name | Sample | Position= slide+row+column |
| --- | --- | --- |
| MB01 | Control spleen pool 1 | 111 |
| MB02 | Control spleen pool 2 | 112 |
| MB03 | Control spleen pool 3 | 113 |
| MB04 | Lg spleen pool 1 | 114 |
| | | |
| MB05 | Lg spleen pool 2 | 121 |
| MB06 | Lg spleen pool 3 | 122 |
| MB07 | Control kidney pool 1 | 123 |
| MB08 | Control kidney pool 2 | 124 |
| Sample Name | Sample | Position= slide+row+column |
| --- | --- | --- |
| MB01 | Control spleen pool 1 | 211 |
| MB02 | Control spleen pool 2 | 212 |
| MB03 | Control spleen pool 3 | 213 |
| MB04 | Lg spleen pool 1 | 214 |
| | | |
| MB05 | Lg spleen pool 2 | 221 |
| MB06 | Lg spleen pool 3 | 222 |
| MB09 | Lg kidney pool 1 | 223 |
| MB10 | Lg kidney pool 2 | 224 |
slide1
ID253230310011
slide2
ID253230310012
1 2 3 4
1 2 3 4
1
2
1
2
| Sample Name | Sample | Position= slide+row+column |
| --- | --- | --- |
| MB01 | Control spleen pool 1 | 311 |
| MB02 | Control spleen pool 2 | 312 |
| MB03 | Control spleen pool 3 | 313 |
| MB04 | Lg spleen pool 1 | 314 |
| | | |
| MB05 | Lg spleen pool 2 | 321 |
| MB06 | Lg spleen pool 3 | 322 |
| MB11 | Lg kidney pool 3 | 323 |
| MB07 | Control kidney pool 1 | 324 |
| Sample Name | Sample | Position= slide+row+column |
| --- | --- | --- |
| MB08 | Control kidney pool 2 | 411 |
| MB09 | Lg kidney pool 1 | 412 |
| MB10 | Lg kidney pool 2 | 413 |
| MB11 | Lg kidney pool 3 | 414 |
| | | |
| MB08 | Control kidney pool 2 | 421 |
| MB09 | Lg kidney pool 1 | 422 |
| MB10 | Lg kidney pool 2 | 423 |
| MB11 | Lg kidney pool 3 | 424 |
slide3
ID253230310024
slide4
ID253230310023
1 2 3 4
1 2 3 4
1
2
1
2

# Supplementary material for: Spleen and head kidney differential gene expression patterns in trout infected with Lactococcus garvieae correlate with spleen granulomas
**Source:** Vet Res. 2019 May 2;50:32. doi: 10.1186/s13567-019-0649-8
**Supplement:** Supplementary file 2 — Additional file 2. Primers used for expression analysis by RT-qPCR.

**Additional file 2. Primers used for expression analysis by real-time PCR.**

| **Gene** | **Forward sequence 5’-3’** | **Reverse sequence 5’-3’** | **Reference** |
| --- | --- | --- | --- |
| EF-1α* | CAAGGATATCCGTCGTGGCA | ACAGCGAAACGACCAAGAGG | [22] |
| IgM secreted | TACAAGAGGGAGACCGGAGGAGT | CTTCCTGATTGAATCTGGCTAGTGGT | [22] |
| Cathelicidin (Cath 1) | ACCAGCTCCAAGTCAAGACTTTGAA | TGTCCGAATCTTCTGCTGCAA | [22] |
| TLR-1 | CAGACGCCCTGTTGATGTTC | CCTTCACAAGTTCCACCACG | [23] |
| TLR-2 | GATCCAGAGCAACACTCTCAACAT | CTCCAGACCATGAAGTTGACAAAC | [23] |
| TLR-5 membrane | GCGCATCACTTCAGGGGGAT | GCATTTCACCACTTGCAGGTAGA | [22] |
| TLR-5 secreted | GCGCTCATAACTTCAGGGGGAT | GCATTTCACCACCTGCAGGTATT | [22] |
| TLR-8a2 | CATCTATGTTCTCATCCAGCAACC | GGTCCCCCTAATAGACAACCTCTT | [23] |
| TLR-22 | TGGACAATGACGCTCTTTTACC | GAGCTGATGGTTGCAATGAGG | [23] |

*House-keeping gene.

# Supplementary material for: Spleen and head kidney differential gene expression patterns in trout infected with Lactococcus garvieae correlate with spleen granulomas
**Source:** Vet Res. 2019 May 2;50:32. doi: 10.1186/s13567-019-0649-8
**Supplement:** Supplementary file 5 — Additional file 5. Differential transcript expression of Mx genes and virus induced genes (vig). Trout were injected with L. garvieae and RNA was extracted from spleen and head kidney of symptomatic (n = 6) and of control (n = 6) fish for microarray hybridization. After normalization, the mean and standard deviations were represented as differential expression Log Fold from up- (+) or down- (−) regulated transcripts (> 1 or < −1, respectively), calculated by the formula, normalized fluorescence of each gene in L. garvieae-infected trout/normalized fluorescence of each gene in uninfected trout.

## Slide 1
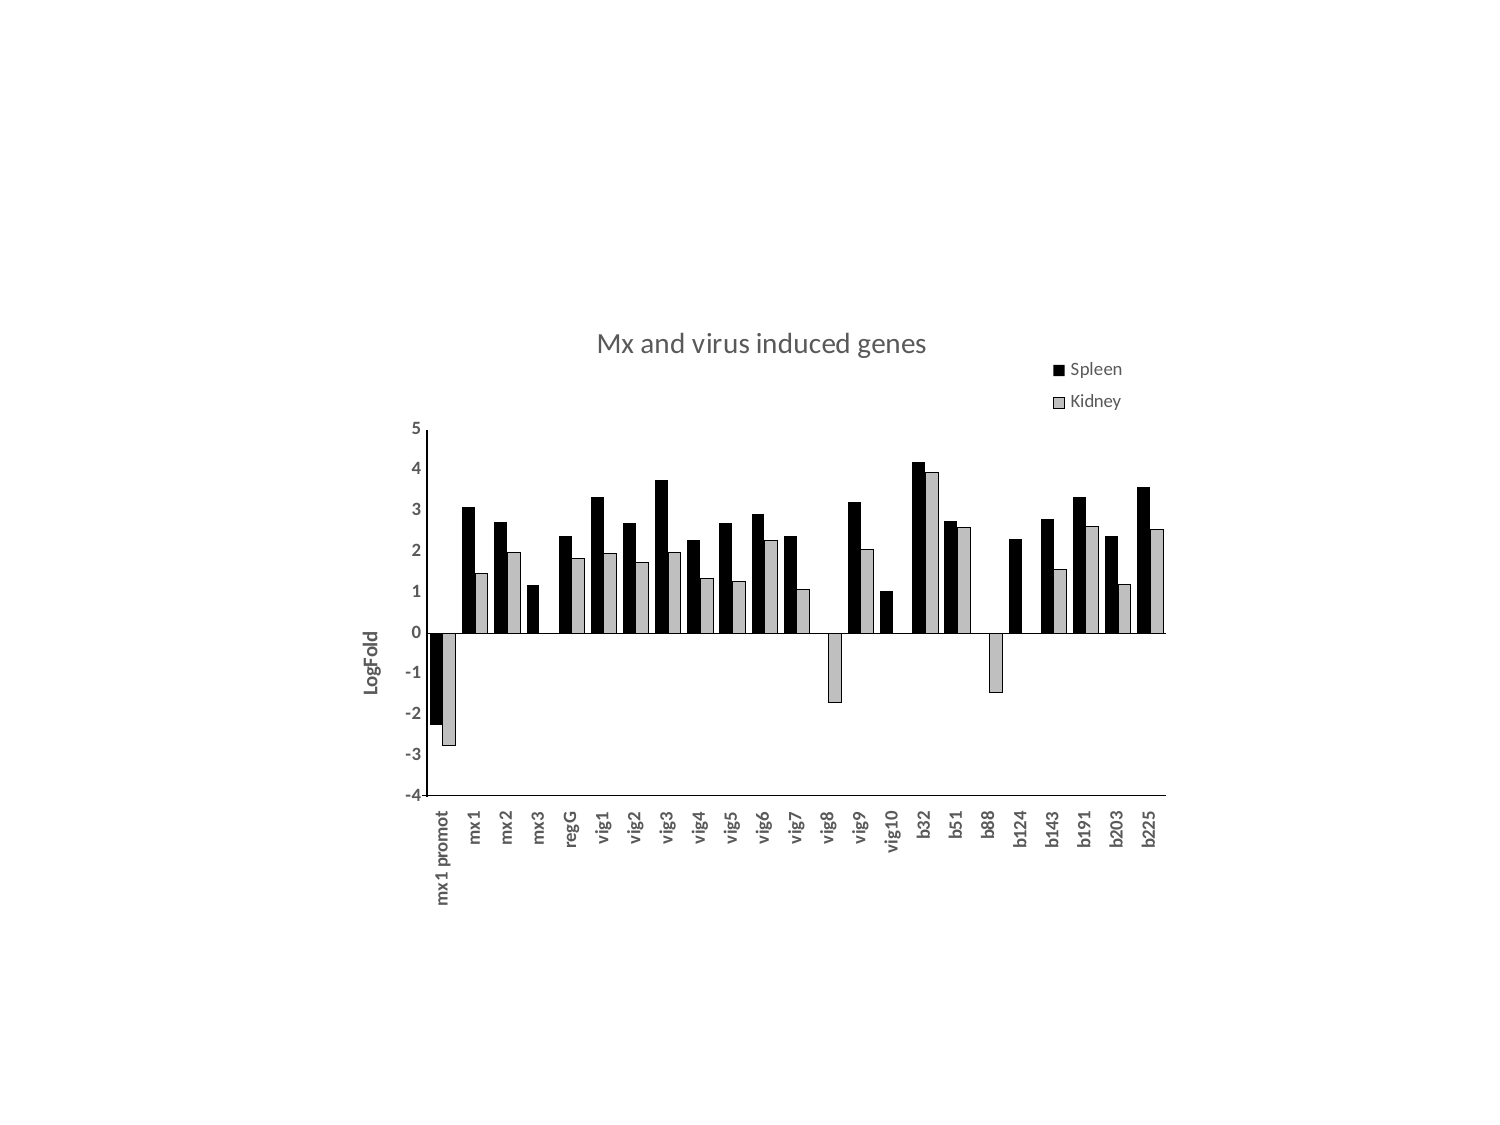

### Chart: Mx and virus induced genes
| Category | | |
|---|---|---|
| mx1 promot | -2.25262719406339 | -2.74093174914947 |
| mx1 | 3.09085259622827 | 1.47475499798484 |
| mx2 | 2.73552634661073 | 1.97713060754176 |
| mx3 | 1.18130779555967 | None |
| regG | 2.39923511727842 | 1.84620263771428 |
| vig1 | 3.34437237179428 | 1.96558380853678 |
| vig2 | 2.71289132704315 | 1.7283144099729 |
| vig3 | 3.76356367510187 | 1.98957824522372 |
| vig4 | 2.28198803344235 | 1.34013488024186 |
| vig5 | 2.70514583926679 | 1.28064729091965 |
| vig6 | 2.94055967202341 | 2.27741147419116 |
| vig7 | 2.37906290502577 | 1.08722012680927 |
| vig8 | None | -1.70234668251543 |
| vig9 | 3.2239878391281 | 2.04964630385764 |
| vig10 | 1.03133442601239 | None |
| b32 | 4.21034906957776 | 3.94396073030232 |
| b51 | 2.76914469978658 | 2.59874623951865 |
| b88 | None | -1.45039610175105 |
| b124 | 2.31625826447752 | None |
| b143 | 2.80127940396872 | 1.56867644019449 |
| b191 | 3.34847231821787 | 2.62048668009287 |
| b203 | 2.38965455674645 | 1.19524045069729 |
| b225 | 3.59928914890775 | 2.53857918729102 |

# Supplementary material for: Spleen and head kidney differential gene expression patterns in trout infected with Lactococcus garvieae correlate with spleen granulomas
**Source:** Vet Res. 2019 May 2;50:32. doi: 10.1186/s13567-019-0649-8
**Supplement:** Supplementary file 6 — Additional file 6. Differential transcript expression of heat shock proteins. Trout were injected with L. garvieae and RNA was extracted from spleen and head kidney of symptomatic (n = 6) and of control (n = 6) fish for microarray hybridization. After normalization, the mean and standard deviations were represented as differential expression Log Fold from up- (+) or down- (−) regulated transcripts (> 1 or < −1, respectively), calculated by the formula, normalized fluorescence of each gene in L. garvieae-infected trout/normalized fluorescence of each gene in uninfected trout.

## Slide 1
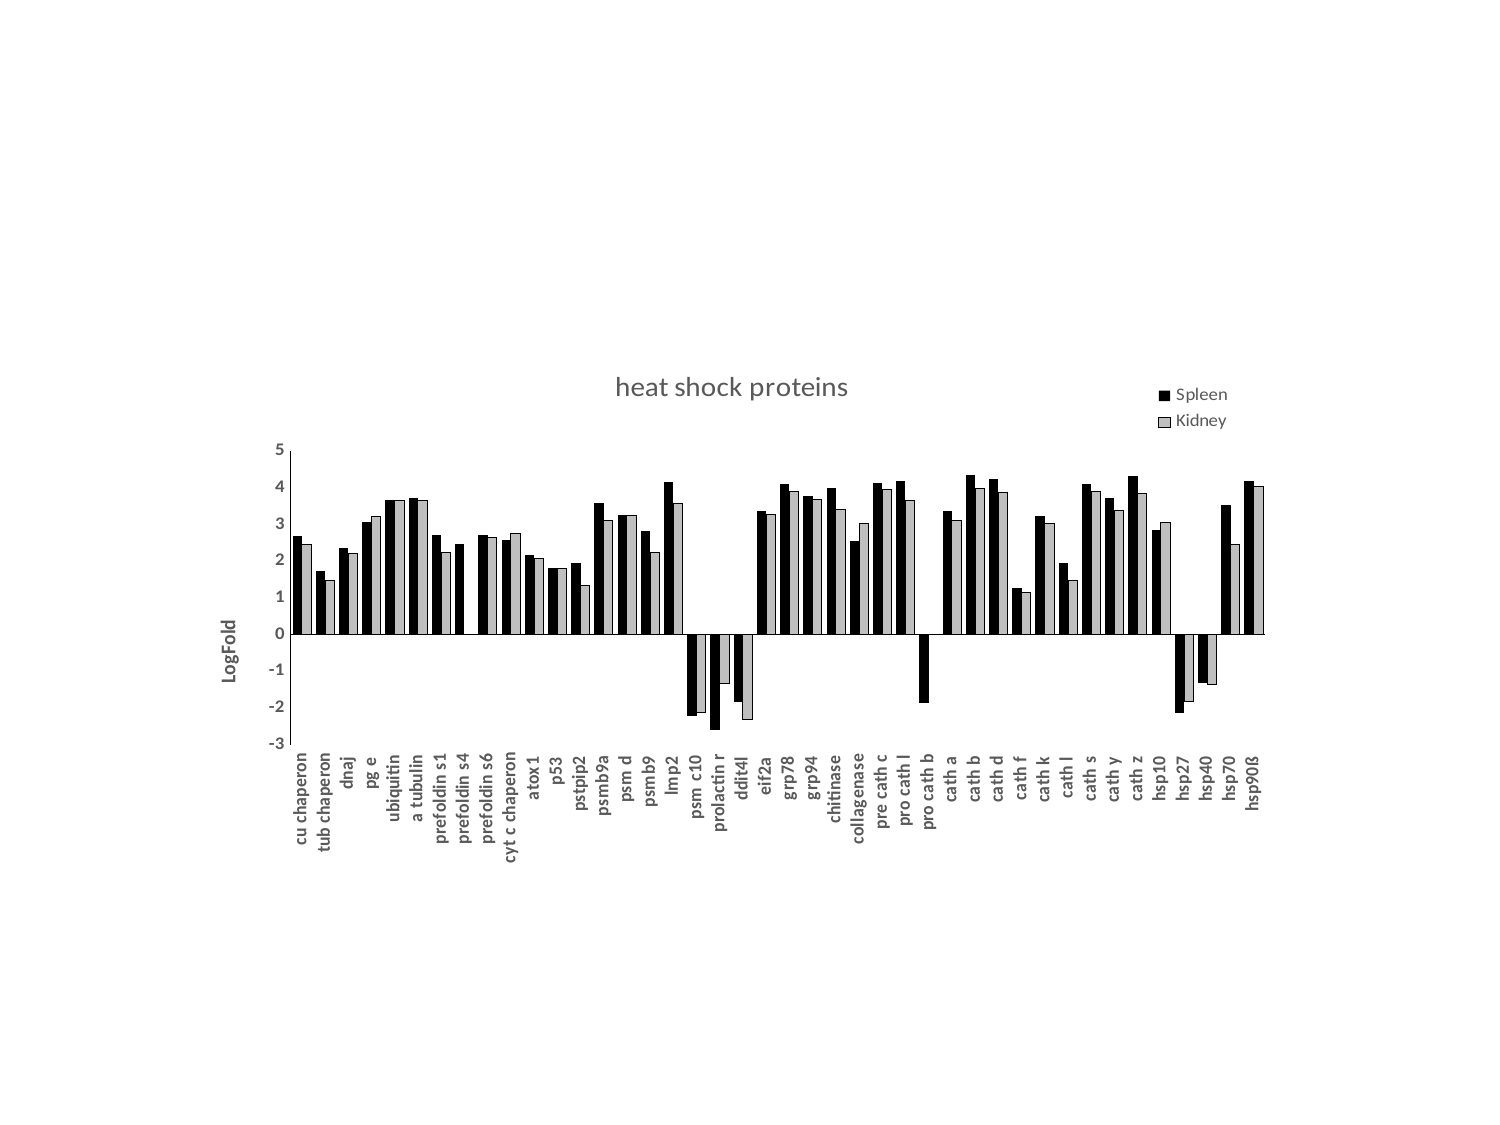

### Chart: heat shock proteins
| Category | | |
|---|---|---|
| cu chaperon | 2.70322263104308 | 2.46460852215381 |
| tub chaperon | 1.73032753232731 | 1.47931235930136 |
| dnaj | 2.36702837271654 | 2.21837126216951 |
| pg e | 3.06879563232859 | 3.22810012944189 |
| ubiquitin | 3.67543049931007 | 3.6471336372415 |
| a tubulin | 3.71808155550403 | 3.66843101483969 |
| prefoldin s1 | 2.71781117199438 | 2.25057764778217 |
| prefoldin s4 | 2.46452402452467 | None |
| prefoldin s6 | 2.71781117199438 | 2.65347880292483 |
| cyt c chaperon | 2.59054140001775 | 2.76527980175474 |
| atox1 | 2.1654797044377 | 2.06409998769886 |
| p53 | 1.81036667076761 | 1.79703292917807 |
| pstpip2 | 1.9661699101491 | 1.33570442926762 |
| psmb9a | 3.60164828626575 | 3.10171849870527 |
| psm d | 3.26324461237035 | 3.25696172063272 |
| psmb9 | 2.83667376147291 | 2.23731519654143 |
| lmp2 | 4.16064421939399 | 3.56861634412467 |
| psm c10 | -2.20905333188108 | -2.11525807625174 |
| prolactin r | -2.58981493195637 | -1.34279457426056 |
| ddit4l | -1.82759636050621 | -2.31421994136095 |
| eif2a | 3.38420741849269 | 3.28845470736156 |
| grp78 | 4.10806393710551 | 3.9093296509309 |
| grp94 | 3.76698784164311 | 3.68926722133354 |
| chitinase | 4.01069093136763 | 3.42509180008007 |
| collagenase | 2.54027076341954 | 3.04031079213854 |
| pre cath c | 4.13690918809849 | 3.94569179120701 |
| pro cath l | 4.18169112819449 | 3.66401235454172 |
| pro cath b | -1.85623442995938 | None |
| cath a | 3.37448042027646 | 3.1012453996435 |
| cath b | 4.3447323504368 | 3.97701389202842 |
| cath d | 4.23746974039446 | 3.87952771268165 |
| cath f | 1.25944849663404 | 1.14602135443053 |
| cath k | 3.22413973854407 | 3.02087519187464 |
| cath l | 1.96622432933528 | 1.46965793066311 |
| cath s | 4.09976204447377 | 3.89279580902712 |
| cath y | 3.73077541207443 | 3.39003589383335 |
| cath z | 4.33747394695694 | 3.83742072136578 |
| hsp10 | 2.84453553469394 | 3.05388197326107 |
| hsp27 | -2.13421524783078 | -1.82978778291157 |
| hsp40 | -1.30654860389054 | -1.37007585337431 |
| hsp70 | 3.53986179097821 | 2.47253468400158 |
| hsp90ß | 4.19592110608072 | 4.05318510424463 |

How the deposited data were processed for this re-analysis (not part of the article)

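RNA of spleen and head kidney from control and *L. garvieae*-infected rainbow trout, sampled at 72 h, was hybridized to an immune-targeted array. There were 32 arrays of 11 pools with 2 trout each. Tissue, treatment, pool and slide of each array were taken from the deposited labels, the methods and Additional file 1. The deposited labels name brown trout as the species, and the paper's species was used. The arrays of one pool are repeat measurements of one RNA and were averaged, and the number of pools limits the precision of every value.

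The authors deposited the scanner output of each array, in which Agilent Feature Extraction 10.7.3.1 gives an intensity per spot after background subtraction. The deposited value table holds the same intensities for the 32 arrays, with a largest difference of 0, so that using it in place of the scanner files changed no value and says nothing about stability. No array had a saturated spot, the population outlier count was 0, and 439 spots (0.106%) were not uniform. Control spots were left out.

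From these intensities, log2 values were taken and the median of the array over 12884 identifiers was subtracted. Each identifier was averaged with the identifier 6442 places later, and the arrays of each pool were averaged. Differences between infected and control pools were tested for each organ with limma 3.58.1 in R 4.3.3, with lmFit and eBayes. Probes with a Benjamini–Hochberg adjusted p under 0.01 and a log2 fold change beyond 1 in either direction were counted as regulated, over all 6442 probes without a filter on dim probes. The difference between the organs was tested as an interaction over the 4 groups in a single fit. Principal components were computed over the arrays with centred probes. The median of the log2 fold changes of all probes was 0.12 in spleen and -0.01 in head kidney. Subtracting the 75th percentile in place of the median moved these to -0.09 and 0.12, and every change is relative to that shift. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots with matplotlib 3.10.9.

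The calculation was tested on simulated data for each organ's design, with 200 of 6442 probes changed. At a log2 change of 2.5, 116 of them were found in spleen with 2 false calls, and 167 in head kidney with 1 false call. At a log2 change of 1.5 none were found, with 0 false calls in both designs. The head kidney design had 5 pools, and the design with MB07 and MB08 as 1 replicate was not simulated. The simulated spread was the same in infected and control pools, unlike that of the spleen pools, so recovery in the arrays may be lower.

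The control head kidney pools MB07 and MB08 differed no more than repeat arrays of one RNA. They were kept as 2 replicates in the tests fixed at the start, and as 1 replicate in a further fit chosen afterwards. In means with an SD they count as 1 sample. Pool numbers were checked for pairing by the correlation of the pools' deviations from their group means. Infected spleen and infected head kidney pools with the same number deviated together, with correlations of 0.711, 0.612 and 0.329 across probes. The pairing by number is inferred from these values, since the labels do not state that a number marks the same fish. By the paper's methods the sick trout gave both organs, and the infected pools of each organ need all of them. The main fit of the organs' difference took all pools as independent. Fitting the organs' difference with these numbers as a replicate block gave 615 probes in place of 738. Numbers of control and infected pools did not pair.

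Named probes were chosen by a rule fixed at the start, by the size of the change among regulated probes whose infected pools all lay on the same side of the control pools. Because the files used here do not pair identifiers with genes, 2 probes that rose and 2 that fell are named, and the parts of the rule about named transcripts and reference genes were not applied. For the same reason the direction of the transcripts the paper names, its gene sets in Tables 1 and 2, and the LogFold of single transcripts were not analysed here. The RT-qPCR, histology and immunohistochemistry were not analysed here either.

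The alternatives tried were the 75th percentile, quantile normalization, a normexp background correction with an offset of 50, the deposited value table, leaving out spots that were not uniform, a filter on probes well above background, each pool left out, arrays as replicates, the pool as a random block with and without slide or scan session as a term, the replicate block, all groups in a single fit, an adjusted p under 0.05, a trended robust prior, single slides, and identifiers tested singly. For normexp, the median pixel intensity of a spot was used in place of the mean. The filter kept a probe when all arrays of control or of infected trout were well above background.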

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

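The values by slide and scan session, over brighter probes and without single pools come from alternatives fixed at the start, as does the interaction, but their use as tests of an explanation was chosen after the result was seen. The tests of the control head kidney, and counting MB07 and MB08 as 1 replicate, were also chosen after it was seen.

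The change after infection differed between spleen and head kidney for 738 of 6442 probes in the interaction test of limma, at the same threshold as each organ's own comparison. For 622 of them the fold changes had opposite signs in the organs. An unadjusted p under 0.05 was reached by 2612 probes. With MB07 and MB08 as 1 replicate the count was 212, and all of these were among the 738. Leaving out 1 pool at a time gave 212 to 1239 probes, the lowest without control head kidney pool 1 and the highest without infected spleen pool 1. Over all probes the fold changes of the organs correlated with an r of 0.016.

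The tables argue against several technical explanations of the low correlation as its whole cause. With spleen from slide 3 and head kidney from slide 4, read in the same scan session, r was 0.043, within the jackknife spread of 0.185 around 0, so slide or scan session is unlikely to have hidden a common response. Over the 4934 probes that were well above background in control or infected trout of each organ, r was 0.017, but this set keeps probes near background in 1 group. Over the 4341 probes well above background in all 4 groups, a set chosen after the values were seen, r was -0.012. Signal near background is thus an unlikely explanation. Without infected spleen pool 3, which moved the value most, r was 0.168 and still low. Quantile normalization gave 0.019 and the normexp correction 0.051.

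The control head kidney stays open as an explanation. Both of its pools lay outside the range of all other pools, spleen included, for 855 of the 1098 regulated head kidney probes (77.9%), and MB07 and MB08 may hold one RNA. These probes were selected for a difference between control and infected head kidney, which favours a high share. No share over other probes was computed, so the 77.9% cannot be weighed. Whether these probes changed with infection, or whether the RNA used as control differed from head kidney of other trout, cannot be told apart without a further control RNA. A different response of the organs to infection is the biological explanation that the design names, and it was not separated from this one.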

How the results depend on the processing

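Scan session as a term, identifiers tested singly, MB07 and MB08 as 1 replicate, and the spread between pools under other settings were tests chosen after the results were seen. The other alternatives in this part were fixed before the data were examined.

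The correlation of the fold changes between the organs, 0.016, had values from -0.088 to 0.168 when 1 pool was left out, the highest without infected spleen pool 3, and from -0.005 to 0.051 otherwise. The 75th percentile and the deposited value table cannot change it by their construction. The 4 named probes kept the direction of their change in their own organ in each alternative that was run.

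The counts of regulated probes depended on the unit of replication. In spleen, 22 probes were higher and 1 was lower with pools as replicates. Arrays as replicates gave 435 and 328, the pool as a random block 229 and 122, slide as a term 185 and 114, scan session as a term 180 and 101, and all groups in a single fit 41 and 18. These fits have more residual degrees of freedom by construction. Identifiers tested singly gave 37 and 2. The 75th percentile gave 14 higher probes, normexp gave 0 lower ones (337 at an unadjusted p under 0.05, limma), slide 2 alone gave 0 lower ones (601 at an unadjusted p under 0.05, limma), and an adjusted p under 0.05 gave 4 lower ones with or without the fold limit. The causes of these last changes were not tested. At an unadjusted p under 0.05 (limma), the main fit gave 654 higher and 500 lower probes. More were lower with the 75th percentile, at 521 and 767, and with quantile normalization, at 617 and 652. The same held on slide 2 alone, at 573 and 601, and without infected spleen pool 3, at 574 and 602. The other spleen fits had more higher probes.

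In head kidney, 365 probes were higher and 733 lower. Arrays as replicates gave 1060 and 1106, and the pool as a random block 930 and 1049. Slide as a term gave 978 and 934, and scan session as a term 987 and 974. An adjusted p under 0.05 gave 1101 higher and 1061 lower probes with the fold limit, and 1352 and 1457 without it. In these fits 47.0% to 51.2% of the probes counted were higher, against 33.2% at the main settings. With the 75th percentile, quantile normalization and normexp the share was 40.1%, 36.7% and 32.2%. Identifiers tested singly gave 684 and 1336, with 12884 identifiers in place of 6442 probes. MB07 and MB08 as 1 replicate gave 1 and 54, and slide 4 alone, which holds MB08 as the only control and so assumes that it varies like the infected pools, gave 1 and 70, with all 71 among the 1098. The difference between the organs, at 738 probes, became 1648 with the pool as a random block, 1701 with slide as a term, 1687 with scan session as a term, 1748 at an adjusted p under 0.05 without a fold limit, 1356 with identifiers tested singly and 212 with MB07 and MB08 as 1 replicate.

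Leaving out 1 pool at a time left 0 to 7 higher and 0 to 1 lower probes in spleen, 1 to 610 higher and 52 to 706 lower in head kidney, and 212 to 1239 for the difference between the organs. Fewer pools lower the power by construction. In spleen no probe passed without control pool 1 or without control pool 3, where limma gave 500 higher and 443 lower, and 327 higher and 238 lower, at an unadjusted p under 0.05. In head kidney the control pools decided most calls, since without MB07 there were 1 higher and 52 lower probes and without MB08 2 and 55. A group left with 1 pool was assumed to vary like the others.

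The replicate block, which pairs pools by number, gave 0 higher and 0 lower probes in spleen (533 and 408 at an unadjusted p under 0.05, limma) and 84 and 284 in head kidney. Control and infected pools share only a number, since their deviations correlated at 0.060, 0.116 and -0.025 in spleen and at 0.106 and -0.014 in head kidney. In the fit of the difference between the organs, where the infected numbers paired, the block gave 615 probes and so moved the count by less than 1.5 times, although 253 of them were larger in spleen in place of 454 and 362 smaller in place of 284.

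Tissue accounted for 57.2% of Dim 1, or 45.9% with scaled probes. Treatment accounted for 61.7% of Dim 3, or 49.2% with quantile normalization, 2.1% with normexp and 45.8% with scaled probes, and for 8.2% of Dim 4, or 70.7% with normexp and 47.0% with scaled probes. The cause was not tested. The other alternatives moved these shares by less than 10 percentage points.

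Probe JC000029 passed the threshold in 17 of 24 alternatives in spleen, with adjusted p values from 2.5e-11 to 0.034, and in 22 of 22 in head kidney. Probe JC000007 passed in 18 of 24 and 18 of 22. JC000664 passed in 16 of 24 in spleen and JC004656 in 14 of 22 in head kidney. Signal over background limits the sizes of some changes. In head kidney, 13 of the regulated rises had no control array well above background and 30 of the falls no infected array, as did the 1 regulated fall in spleen. The direction of the transcripts the paper names, gene sets and single transcripts, 50 alternatives in all, were not run because identifiers and genes are not paired in the files used here.

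Of the 10 ways to divide the 6 spleen pools into 3 and 3, 1 gave as many as 23 regulated probes, the real one, and no other gave more than 10. With 10 divisions the share cannot go below 0.1, so chance cannot be excluded.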

Differences from the paper's values

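The comparison with the paper's LogFold values in this part was set up after the values were seen. The paper's ratio equals 2 raised to its LogFold, so its values are set beside log2 fold changes here. Which signals the paper's ratio divides was not found from the arrays, and each difference holds only if it is a ratio of infected to control signal.

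The paper's largest LogFold in spleen is 4.54 and the largest log2 fold change here was 7.63, which was above the paper's under each alternative fixed before the data were examined, with a lowest value of 7.08 under normexp. The paper's lowest LogFold in spleen is -2.89. The lowest fitted value here, -6.27, belongs to a probe with 0 of 9 infected arrays well above background, which was at least 19.7-fold lower with the median subtracted, over 1.5 times the paper's fold. With normexp the log2 fold change of this probe, JC000664, was -3.35, smaller than that bound. The lowest with normexp was -4.24, for another probe, and it lay within that probe's standard error of the paper's value, and under the other alternatives it differed. The paper's largest LogFold in head kidney is 4.20. The largest fitted value here, 6.98, belongs to a probe with 0 of 5 control arrays well above background, with a standard error of 3.25. By that error it cannot be separated from the paper's value, nor can 7.10 with the 75th percentile, 6.90 with quantile normalization and 7.91 on slide 4 alone (standard errors 3.28, 3.35 and 4.73). It counts as a difference only through its bound of at least 54.5-fold, a mean over pools that leaves out this spread, which is over 1.5 times the paper's fold. Of the alternatives fixed before the data were examined, 5.96 under normexp and 6.33 over probes well above background, both for JC000029 (standard errors 0.28 and 0.29), differed from the paper's value by more than the error. The deposited value table and leaving out spots that were not uniform gave the same 6.98. In head kidney the paper's lowest LogFold is -3.27 and the lowest fitted value here was -11.01, for a probe with 4 of 9 infected arrays well above background, and the paper's 50th lowest is -2.97 and the 50th lowest here was -6.37. Both differed under every alternative fixed before the data were examined, with values nearest to the paper's of -9.58 and -5.26 under normexp.

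Over the 4341 probes well above background in all 4 groups, a set chosen after the values were seen, the lowest log2 fold change in spleen was -2.81 and the 50th lowest in head kidney was -3.16, near the paper's -2.89 and -2.97. This set leaves out by its construction the probes that fell to background after infection, and so makes the falls smaller. With the same probes the largest in spleen was 7.63 and the lowest in head kidney -7.85, against the paper's 4.54 and -3.27, and the 50th lowest in spleen was -1.71 against the paper's -2.62.

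For the other 3 limits of the lists in Additional file 3 the values of the pool fit lay within the standard error of the probe from the paper's, but not under every alternative. The 50th largest differed in spleen with normexp, at 3.19 against the paper's 3.84, and over probes well above background, at 3.62. In head kidney it differed with the 75th percentile, quantile normalization and probes well above background, at 4.51, 4.67 and 4.32 against the paper's 3.65. The 50th lowest in spleen differed with normexp, at -1.78 against the paper's -2.62.

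The paper states that the immune response had a similar profile in spleen and head kidney. In these arrays the fold changes of both organs correlated across probes with an r of 0.016, and 46.2% of the probes changed in the same direction. Among the largest changes in spleen the direction was shared more often, by 38 of the 50 largest rises, 47 of the 50 largest falls and 16 of the 23 regulated probes, and among the 50 largest falls in head kidney by 20.

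The paper states that Dim 3 and Dim 4 separate control from infected datasets. In these arrays treatment accounted for 61.7% of Dim 3 and 8.2% of Dim 4, with infected head kidney pools on both sides of the control on Dim 4. With normexp it accounted for 70.7% of Dim 4, and with scaled probes for 47.0%.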

Other observations

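The tests in this part were all chosen after the results were seen.

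The control head kidney pools MB07 and MB08 differed as little as repeat arrays of one pool. On slides 3 and 4, the SD of the log2 difference between their arrays was at most 0.097, and repeat arrays of one head kidney pool reached 0.122. Between slide 1 and these slides, repeat arrays of MB07 differed by 0.726, so that the comparison holds within the scan session only. A small difference between any pools on these slides and in this scan session is argued against, because different pools of the other groups differed by at least 0.545. One hypothesis is that MB07 and MB08 may hold one RNA. The test could have come out otherwise, but 2 pools of trout with unusually alike transcriptomes would give the same value, and the arrays do not separate these.

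Infected spleen and infected head kidney pools with the same number deviated together from their group means. Across probes the correlations were 0.711, 0.612 and 0.329, the lowest being that of pool 3. Pairs with different numbers are driven to negative values by the subtraction of the group mean and are not set against these. The slide is argued against, since with the spleen pools taken from a single slide and the head kidney pools from slide 4, the same-numbered pairs still correlated at 0.276 or more. One hypothesis is that the same-numbered pools may come from the same fish in both organs. Of the 6 ways to pair the pools, 1 gave a sum of correlations as high as the same numbers did, namely the same numbers themselves, and with 6 ways chance cannot be excluded. By the paper's methods, the infected pools of both organs hold the same trout as a set. The labels do not say which trout are in which pool, so the match by number stays open.

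The paper's lists of the 50 highest and 50 lowest LogFold values have 28 and 27 names in common between the organs, by the paper's own lists. The 50 largest fold changes computed here shared at most 5 probes between the organs, and the 50 lowest at most 1, over 6 ways of computing the fold change. Names and identifiers were not paired, and a name could stand for several probes, so whether the lists hold a ratio of infected to control signal in these arrays stays open. The paper's LogFold also spans 0.70 over the 50 up-regulated spleen names, where the fold changes here spanned 3.81. The mean normalized signals of the 50 brightest probes spanned 0.61 in infected spleen and 0.81 in control spleen. By signal, infected spleen and infected head kidney shared 32 of the 50 brightest and 18 of the 50 dimmest probes. The control groups shared 31 and 10, so the span and the shared brightest probes do not single out the infected signal. A further hypothesis was that the lists hold the signal of the infected arrays. In all, 2880 statistics were computed from the arrays, including levels, ratios and several scalings and log bases. None matched more than 9 of the 100 LogFold values of an organ within 1e-05. The paper's figure legends describe LogFold as infected over uninfected normalized fluorescence, but the scale of the listed values was not found here.

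In Additional files 5 and 6, 58 transcripts have a LogFold in both organs. The paper's values correlate between the organs with an r of 0.951 and have the same sign for 58 of them. No biological explanation was tested for the difference from the r of 0.016 over all probes, and the transcripts of those files are a selection made by the paper.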
